# Lowering mutant huntingtin by small molecules relieves Huntington’s disease symptoms and progression

**DOI:** 10.1038/s44321-023-00020-y

**Published:** 2024-02-19

**Authors:** Anat Bahat, Elad Itzhaki, Benjamin Weiss, Michael Tolmasov, Michael Tsoory, Yael Kuperman, Alexander Brandis, Khriesto A Shurrush, Rivka Dikstein

**Keywords:** DSIF, Huntington’s Disease, RNA Pol II, Spt5, Spt5-Pol II inhibitor, Neuroscience

## Abstract

Huntington’s disease (HD) is an incurable inherited disorder caused by a repeated expansion of glutamines in the huntingtin gene (*Htt*). The mutant protein causes neuronal degeneration leading to severe motor and psychological symptoms. Selective downregulation of the mutant *Htt* gene expression is considered the most promising therapeutic approach for HD. We report the identification of small molecule inhibitors of Spt5-Pol II, SPI-24 and SPI-77, which selectively lower mutant *Htt* mRNA and protein levels in HD cells. In the BACHD mouse model, their direct delivery to the striatum diminished mutant Htt levels, ameliorated mitochondrial dysfunction, restored BDNF expression, and improved motor and anxiety-like phenotypes. Pharmacokinetic studies revealed that these SPIs pass the blood-brain-barrier. Prolonged subcutaneous injection or oral administration to early-stage mice significantly delayed disease deterioration. SPI-24 long-term treatment had no side effects or global changes in gene expression. Thus, lowering mutant Htt levels by small molecules can be an effective therapeutic strategy for HD.

## Synopsis

Spt5-Pol II complex inhibitors (SPIs) were previously identified to selectively inhibit transcription of mutant huntingtin mRNA, without affecting wild-type huntingtin in striatal cells. Here, two novel and improved SPI analogs were identified.

- Administration of SPI-24 and SPI-77 to BACHD mice, a well-established mouse model of Huntington’s disease, either directly to the brain striatum or by subcutaneous or oral delivery, significantly reduced the expression level of mutant *Htt* mRNA in the striatum.
- Pharmacokinetics experiments along with oral delivery or subcutaneous injection confirm that both SPIs can pass the BBB and lower mutant *Htt* expression in the striatum.
- Lowering mutant *Htt* level by SPI administration resulted in significant improvements in motor coordination, anxiety symptoms, and when administered to early-stage BACHD mice, slowed down the progressive deterioration of the disease.
- Short or prolonged SPI-24 treatments did not cause changes in global gene expression or notable side effects.

## Abstract (web summary)

Targeting the transcription elongation complex required for mutant huntingtin expression with small molecules ameliorated motor and psychological symptoms in a mouse model of Huntington’s disease.

The paper explained **Problem**

Huntington’s disease (HD) is a neurodegenerative disease caused by an abnormal expansion of CAG repeats in the huntingtin (*Htt*) gene. Mutant *Htt* is prone to aggregation and leads to neuronal degeneration and profound motor and psychological abnormalities. The most promising therapeutic strategy for HD aims to reduce mutant *Htt* expression, while sparing unmutated *Htt*. The transcription elongation complex Spt4/Spt5 is specifically required for mutant *Htt* transcription. We previously identified the first Spt5 small molecule inhibitors called SPIs. Few SPIs selectively inhibit the expression of the mutant *Htt* gene without affecting the expression of the normal gene or other Spt5 activities. While these results validated Spt5 as a potential drug target for HD, it remains unclear whether SPIs can be improved or serve as effective therapeutics in animal models.

**Results**

We identified two more potent SPI inhibitors (SPI-24 and SPI-77) that selectively reduce mutant but not wild-type *Htt* expression in HD cells at low concentrations. Pharmacokinetic studies revealed that these potent SPIs pass the blood-brain barrier. In the BACHD mouse model of HD, direct brain delivery, oral administration, and subcutaneous injection of these SPIs preferentially lower mutant *Htt* mRNA and protein levels in the striatum. In addition, SPIs restored HD biomarkers, improved motor and anxious-like phenotypes and delayed disease progression. SPI-24 long-term treatment had no side effects or global changes in gene expression. Thus, lowering mutant Htt levels by small molecules can be an effective therapeutic strategy for HD.

**Impact**

Our study demonstrated that lowering mutant Htt levels by small molecules targeting Spt5-Pol II represents a highly effective therapeutic approach for HD. Due to their simple delivery, the SPIs are excellent candidates for further clinical evaluations as a potential therapy against HD.

## Introduction

Huntington’s disease (HD) is a devastating genetic disorder caused by an expansion of trinucleotide repeat (CAG) in the first exon of the Huntingtin gene (*Htt*). The translated mutant huntingtin protein contains a polyglutamine (PolyQ) stretch that causes progressive degeneration of nerve cells in the brain and dramatically affects the functional and cognitive abilities of the patient (Gil and Rego, 2008). Evidence for additional molecular mechanisms that contribute to HD toxicity include loss-of-function wild-type HTT protein (Cattaneo et al, 2001, 2005), and RNA toxic gain-of-function (Schilling et al, 2019; Sun et al, 2015).

Currently there are no effective treatments to delay the onset or slow the progression of the disease and lowering the levels of the *Htt* gene is among the most promising therapeutic strategies for HD. Several approaches were applied to lower *Htt* levels, mainly by administration of Htt antisense oligonucleotides (ASOs) (Kordasiewicz et al, 2012; Rook and Southwell, 2022). However, recent clinical trials with ASOs were halted (Kingwell, 2021). Their failure was attributed to treatment of patients at too advanced disease stages, too high dosing of the drugs and the potential to reduce the expression of the wt protein. Another effective approach for HD therapy would be the selective decreasing of the mutant *Htt* with minimal effect on the wt gene product by using small molecules that can pass the blood-brain barrier (BBB).

Transcription elongation by RNA polymerase II (Pol II) is a highly controlled process involving multiple transcription elongation factors, among them the Spt4/Spt5 complex. The large Spt5 subunit (p160) interacts with the small subunit Spt4 (p14) to form the DSIF complex (Wada et al, 1998; Yamaguchi et al, 1999) that has positive and negative effects on transcription, particularly of pro-inflammatory genes (Ainbinder et al, 2004; Amir-Zilberstein et al, 2007; Diamant et al, 2012; Diamant et al, 2016a; Diamant and Dikstein, 2013). Spt5 has multiple interaction domains that directly bind with RNA Pol II to stabilize it during elongation, and contacting the DNA and the nascent RNA (Bernecky et al, 2016; Blythe et al, 2016; Hirtreiter et al, 2010; Klein et al, 2011; Martinez-Rucobo et al, 2011). Depletion of Spt5 in mammalian cells does not result in broad transcriptional effects (Diamant et al, 2012, 2016a; Fitz et al, 2018; Komori et al, 2009; Pavri et al, 2010; Stanlie et al, 2012), suggesting a redundancy among mammalian transcription elongation factors. While Spt5 is central to pro-inflammatory gene regulation, Spt4 is dispensable (Diamant et al, 2016a). Several studies have shown that Spt4 and Spt5 have a specific role in transcribing genes with abnormal long stretches of multiple repeats. This includes the mutant *Htt* associated with HD, *C9orf72* of amyotrophic lateral sclerosis and frontotemporal dementia (ALS/FTD) and *NOP56* of spinocerebellar atrophy type 36 (SCA36) (Liu et al, 2012; Cheng et al, 2015; Kramer et al, 2016; Furuta et al, 2019). Interference with Spt4 or Spt5 by siRNA decreased the transcription of the above-mentioned mutant gene alleles containing long expansions but had little effect on the expression of genes containing normal repeat length. The requirement of Spt4/Spt5 for selective transcription of three distinct expanded repeat genes suggests a common mechanism that is presently unknown. These findings place Spt4/Spt5 as an attractive target for drugs against HD, ALS/FTD, SCA36, and potentially other repeat expansion neurodegenerative disorders.

We previously targeted the Spt5-Pol II complex in a high throughput drug screen using a protein-protein interaction assay (Ashkenazi et al, 2017) which led to the identification of the first Spt5-Pol II inhibitors called SPIs (Bahat et al, 2019). The identified SPIs precisely mimic the effect of Spt5 depletion on basal and activated pro-inflammatory genes. Similar to the Spt4 and Spt5 knockdown effects, several SPIs display a selective inhibition of mutant but not wt *Htt* gene transcription. Notably, a subset of SPIs was found to be selective for a single activity of Spt5, suggesting that the various activities of this factor can be uncoupled and selectively targeted by different inhibitors (Bahat et al, 2019). Inhibition of Spt4-Spt5 by 6-azauridine was also reported to affect the expression of the mutant *Htt* allele (Deng et al, 2022). CRISPR editing of Spt4 in iPCS neuronal progenitors, which were transplanted into HD animals also reduces mutant HTT expression (Park et al, 2022). Together these findings reinforce the Spt4/Spt5 and Spt5-Pol II complexes as excellent targets for HD therapy.

Here we describe the development of two novel SPI analogs, SPI-24 and SPI-77, displaying mutant *Htt*-specific effects for HD therapy. Using the established BACHD mouse model of HD, we demonstrate the ability of SPI-24 and SPI-77 to pass the blood-brain barrier and to lower mutant *Htt* mRNA and protein levels in the striatum. SPI-treated BACHD mice show enhancement of mitochondrial DNA in the plasma and BDNF in the striatum, known to be reduced by mutant HTT. Furthermore, behavioral tests reveal amelioration of motor impairments and restoration of anxiety symptoms to WT levels, delaying disease progression. SPI-24 does not cause changes in global gene expression or notable side effects. Thus, SPIs can be considered excellent candidates for HD management and potential therapy.

## Results

### Identification of SPI analogs with improved potency

Our previous study identified several SPIs, including SPI-85, SPI-09, and SPI-31 that selectively inhibit transcription of mutant *Htt* without affecting WT *Htt* in striatal cell lines (Bahat et al, 2019). We selected these molecules for further study since their effect on the other known Spt4/Spt5 activities at the same effective concentration was minor and therefore considered as mutant *Htt*-specific inhibitors. To improve the potency of these compounds, we performed structure–activity relationship (SAR) by-catalog and identified 16 analogs structurally similar to SPI-85, SPI-09, and SPI-31. In addition, a chemical synthesis was performed to generate a new analog of SPI-31, SPI-4516, to reduce potential reactivity (Appendix Fig. S1). To test the effect of these 17 analogs on mutant *Htt* expression, we treated with these compounds the Q111 striatal cells expressing a mutant *Htt* gene with 111 CAG repeats (Trettel et al, 2000) for 48 h, and determined the level of mutant *Htt* mRNA by RT-qPCR. The results, shown in Fig. 1A, indicate that several analogs can significantly inhibit the mutant *Htt* mRNA levels at concentrations much below those of the original molecules from which they were derived. Since SPI-09 and its analogs were suspected to react with other molecules in the cells, their analysis was discontinued. We next determined the half-maximal inhibitory concentration (IC_50_) of the most effective analogs and found it to be in the low µM and nM range (Fig. EV1A). Based on the IC_50_ and the chemical structure and reactivity, we selected three potent inhibitors for further analysis: SPI-1477, 4516, and 0324 (Fig. 1A right). We next validated that these improved analogs are selective against the mutant *Htt* by comparing their effect on the WT (Q7) and mutant *Htt* mRNA (Fig. 1B). As we aimed to examine the effect of prolonged treatment by these compounds, we tested their stability in saline solution for 28 days at 37 °C using LC-MS/MS. The analysis showed that only SPI-1477 (SPI-77) and SPI-0324 (SPI-24) were relatively stable in the solution for a long time (Table EV1), and therefore they were selected for further study (Fig. 1A right). Metabolic labeling of Q111 cellular RNA with 4-thiouridine (4sU) for 2 h in the presence of SPI-24 and SPI-77 revealed that the transcription of newly synthesized mutant *Htt* was diminished by these analogs (Fig. 1C), confirming that they act at the transcription level. We also analyzed the effect of the SPIs on the newly synthesized mRNA levels of other genes, which normally bear CAG repeats and found that non were reduced by the SPIs (Fig. EV1B). The differential reduction in the mRNA levels of mutant *Htt* compared to wt is also reflected in a decrease in the mutant protein level (Fig. 1D). Next, we treated with SPIs HD patient-derived heterozygous cells encoding wt and mutant *Htt* alleles bearing 44, 55, 66 and 180 CAG repeats. We found significant reduction of the mutant protein (detected by anti-polyQ antibody) while the effects on the total Htt (Fig. 1E,F) and wt Htt (Fig. 1G) were non significant.

**Figure 1:**
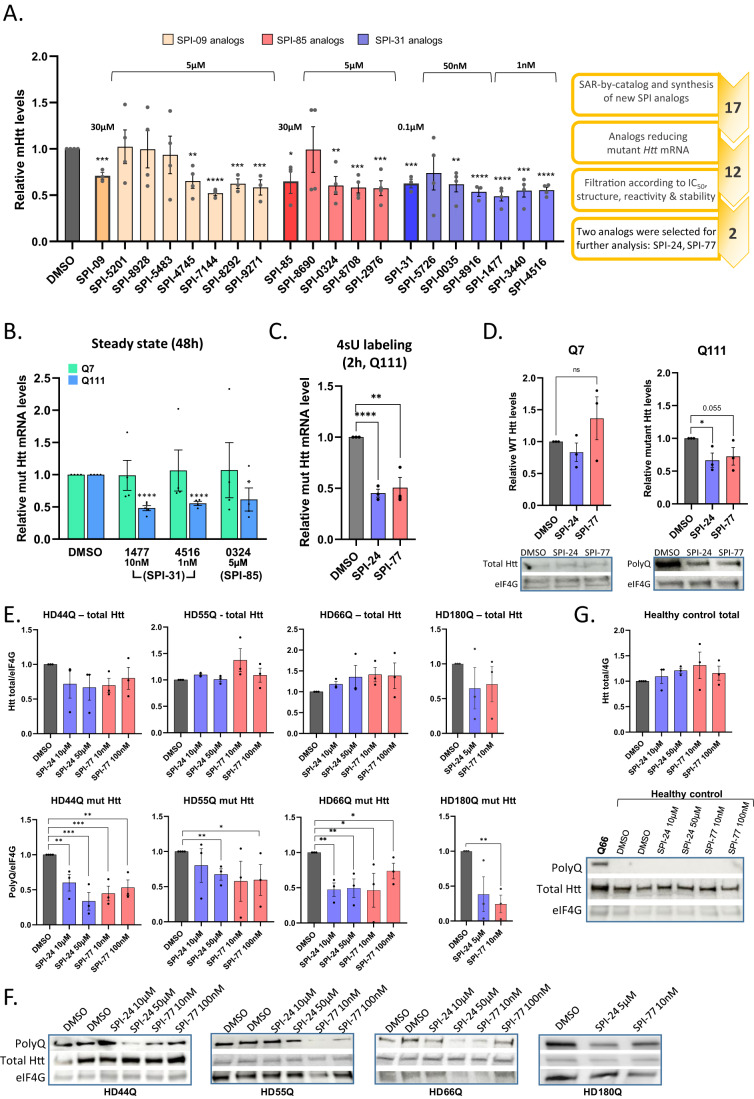
Identification of potent SPIs analogs and their mechanism of action. (**A**) Q111 cells were treated with 17 analogs of 3 mutant *Htt* selective SPIs for 48 h. Then, RNA was extracted, and the levels of mutant *Htt* mRNA were determined by qRT-PCR and normalized to beta-actin. Each bar represents the means ± SEMs of 3–6 independent experiments. On the right: a scheme describing the steps that lead to the selection of SPI-24 and SPI-77. (**B**) Q111 and Q7 cells were treated with the 3 selected SPIs analogs for 48 h, and then the levels of *Htt* mRNA were determined by qRT-PCR. Each bar represents the means ± SEMs of 3–4 independent experiments. (**C**) Q111 cells were metabolically labeled with 4-thiouridine for 2 h in the presence of DMSO, SPI-24 (5 μM) or SPI-77 (10 nM). Newly synthesized RNAs were purified, and mRNA levels were determined by qRT-PCR. Each bar represents the means ± SEMs of 3 independent experiments. (**D**) Western blot analysis of Q7 and Q111 cells treated with DMSO, SPI-24 (5 μM) or SPI-77 (10 nM) for 48 h. Wt and mutant Htt were detected using anti-Htt and anti-PolyQ antibodies, respectively. Anti-eIF4G served as normalized protein. Each bar represents the means ± SEMs of 3 independent experiments. Representative blots are shown below the graphs. (**E**) Quantification of Western blot analysis of HD patient-derived cells bearing 44, 55, 66, and 180 repeats showing the level of mutant (anti-polyQ) and total HTT proteins relative to normalized protein (eIF4G1). Each bar represents the means ± SEMs of 3–4 independent experiments. (**F**) Representative blots of the data shown in panel (**E**). (**G**) Western blot analysis of normal, healthy, human cells as a control for the effect of SPIs on the wt protein and of HD66Q as a control for the polyQ antibody. Each bar represents the means ± SEMs of 3–4 independent experiments. Data information: The asterisks in panels (**A**–**E**) and (**G**) denote statistical significance differences relative to DMSO according to Student’s unpaired *t*-test (one-tailed). *p < 0.05; **p < 0.01; ***p < 0.005; ****p < 0.001; ns, not significant. Source data are available online for this figure.

**Figure EV1:**

Characteristics of the different analogs. (**A**) The chemical structure and the IC_50_ of the SPIs analogs that were found to be biologically active. (**B**) Q111 cells were metabolically labeled with 5-thiouridine for 2 h in the presence of DMSO, SPI-24 (5 μM) or SPI-77 (10 nM). Newly synthesized RNAs were purified, and mRNA levels of different genes were determined by qRT-PCR. Each bar represents the means ± SEMs of 3 independent experiments. Data information: The asterisks in panel (**B**) denote statistical significance differences relative to DMSO according to Student’s unpaired *t*-test (one tailed). *p < 0.05; ***p < 0.005. Source data are available online for this figure.

### SPI-24 and SPI-77 selectively reduce mutant Htt in vivo

To evaluate the therapeutic potential of the potent SPIs *in vivo*, the well-characterized HD mouse model BACHD was used (Gray et al, 2008). This model was chosen for two main reasons. First, it expresses the full-length human mutant *Htt* gene containing 97 mixed CAG-CAA repeats. Second, the disease progress in BACHD is relatively slow, with symptoms developing gradually, starting approximately at 8–12 weeks of age and becoming more pronounced at 6 months (Menalled et al, 2009), resembling disease development in humans. At the same time, it has a robust phenotype and is, therefore, suitable for drug testing.

Mutant BACHD mice of 7–9 months age that already showed strong phenotype (Appendix Table S1) were treated with either vehicle (DMSO) or SPI-24 and SPI-77 by direct injection into the striatum, the brain region, which is mostly affected in HD (Fig. 2A). This was conducted using a metal infusion cannula connected to an osmotic minipump (Fig. 2B) that constantly infused the SPIs for 28 days. The tip of the cannula was stereotactically placed in the right brain striatum at specific coordinates (Perucho et al, 2013) (Fig. EV2A). The subcutaneously implanted pumps were pre-filled with either DMSO (25% in saline) or SPI-77 or SPI-24 at a concentration of 0.5 mM (0.6 µg/day) and 5 mM (5 µg/day), respectively. The disease progression was monitored by well-established behavioral tests conducted one week before the stereotactic surgery and again one week before sacrificing the mice (see study design scheme in Fig. 2A). In addition, blood samples were collected one week before the surgery and on the last day. Following 28 days of striatal infusion, the mice were sacrificed, brains were removed, sliced, and small punch-size pieces of tissue from the striatum (Fig. EV2B) were taken for RNA and protein analyses. The levels of wt (mouse) and mutant (human) *Htt* mRNA in the injected (right hemisphere) and non-injected (left hemisphere) striatum were analyzed using species-specific sets of primers by RT-qPCR. We found that in the injected striatum, both SPI-24 and SPI-77 significantly reduced the mut/wt mRNA ratio relative to DMSO treatment (Fig. 2C, left; *n* = 8 in each group). On the non-injected hemisphere, the reduction is less pronounced and non-significant, due to low diffusion to the non-injected hemisphere, as can be seen from the residual amount of SPI-24 in the injected vs non-injected hemisphere (Fig. EV2C). We performed immunoblot analysis on samples from the injected striatum of the treated mice. Total Htt (human and mouse) was detected using an anti-Htt antibody and mutant Htt was detected using polyQ antibody. The ratio between polyQ and total Htt was significantly reduced upon treatment with both SPIs (Fig. 2D).

**Figure 2:**
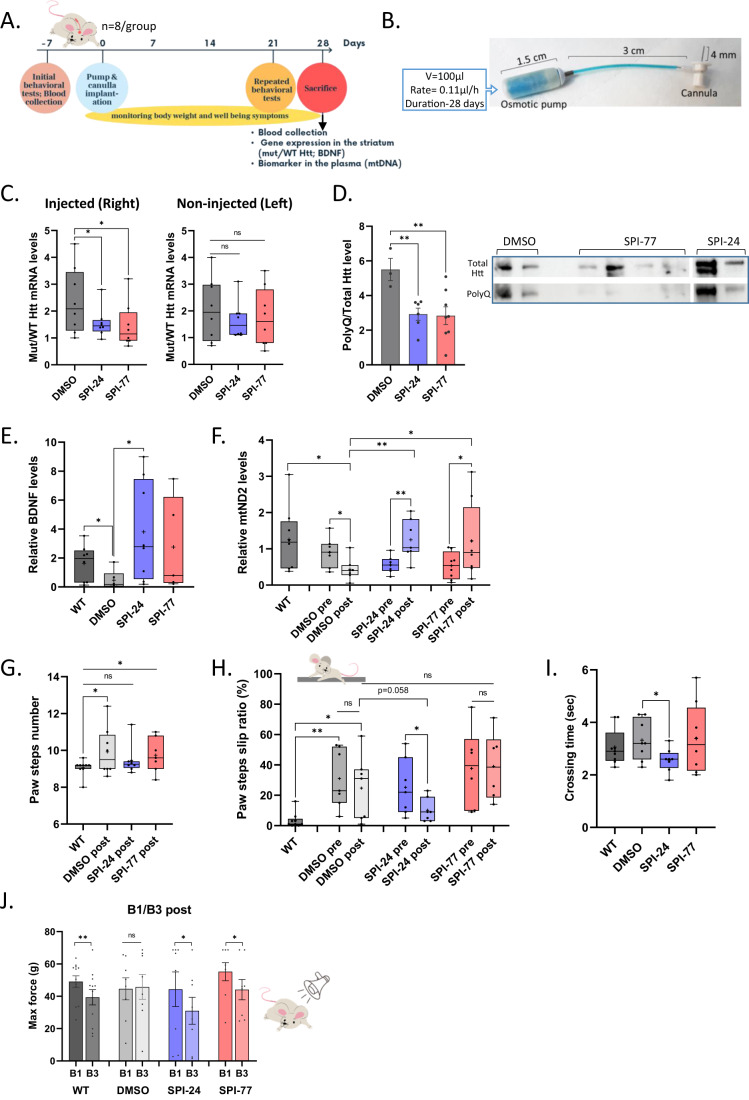
Direct injection of SPIs to the striatum of BACHD mice. (**A**) The design of the striatum direct injection study using 7–9 months old BACHD mice. (**B**) Pre-filled ALZET osmotic pump connected to a metal infusion cannula by a short vinyl catheter. (**C**) The ratio of mutant and wt *Htt* mRNA in the injected and non-injected sides of the striatum of treated mice. The line represents the median of 8 mice. (**D**) Western blot quantitation showing the ratio of mutant (using anti-polyQ antibody) and total HTT protein (using anti-Htt antibody) in the injected striatum of treated mice. Each bar represents the means ± SEMs of 3–8 mice. A representative blot is shown on the right. (**E**) The relative levels of BDNF in the striatum of untreated WT and treated BACHD mice. The line represents the median of 7–8 mice. (**F**) The relative levels of mtND2 in the plasma of untreated WT and treated BACHD mice, before and after SPIs treatment. DNA was extracted from the plasma samples and assayed by qPCR. Beta-actin was used for normalization. The line represents the median of 7–8 mice. (**G**–**I**) Performance of untreated WT and treated BACHD mice in the Beam walk test, calculated as the mean number of paw steps (**G**), paw steps slip ratio (**H**) and crossing time (**I**). Each line represents the median of 7–8 mice. (**J**) The Acoustic startle response test: the mean force response (g) of untreated WT and treated BACHD mice to stimuli in B1 and B3 stages. Each bar represents the means ± SEMs of 7–8 mice. Data information: The lines and the ‘+’ within the box-whisker plots (min to max) in panels (**C**), (**E**–**I**) represent the median and the average, accordingly. Asterisks denote statistically significant differences according to Student’s unpaired one-tailed (in panels **C**, **D**, **E**, **G** and **I**) or paired two-tailed (in panels **F**, **H** and **J**) *t*-tests. Comparison to WT group in panels (**F**) and (**H**) was calculated as unpaired one-tailed *t*-test. The *t*-tests between WT and BACHD DMSO in panels (**G**) and (**H**) were corrected with Welch *t*-test since the populations had different standard deviations. *p < 0.05; **p < 0.01; ns, not significant. Source data are available online for this figure.

**Figure EV2:**

Direct injection of SPIs into the striatum. (**A**) Cannula implantation coordinates aiming the center of the right striatum (according to Perucho et al, 2013). (**B**) Left: post-operated mice. Middle: whole brain from treated mouse located in the brain matrix. Right: sliced brain from a treated mouse. The arrows indicate the injury place of the cannula. (**C**) The remaining concentration of SPI-24 in the mice’s brain after 28 days of direct injection as was determined using LC-MS/MS and calculated as ng/ml and normalized to tissue weight. Data information: Each bar in panel (**C**) represents the means ± SEMs of 3 animals. Source data are available online for this figure.

We then evaluated the effect of the SPIs on the levels of two HD biomarkers. The mRNA level of the Brain-derived neurotrophic factor (BDNF), whose expression is known to be reduced in HD (Gutierrez et al, 2019; Zuccato et al, 2001) was analyzed from the striatal samples. The data presented in Fig. 2E confirmed the reduced BDNF levels in the BACHD mice (untreated WT vs DMSO-treated BACHD bars in Fig. 2E) and indicated that its mRNA levels were elevated following SPIs treatment, particularly SPI-24 whose effect was significant, while the *P*-value for SPI-77 was 0.06. HD is also associated with impaired mitochondrial integrity and excessive mitochondrial fission (Hwang et al, 2015) resulting in a decline in the level of the mtDNA in the brain and plasma of HD patients (by >50% in severe HD patients), as well as in HD mice model (Guo et al, 2013; Disatnik et al, 2016). We determined the transcript level of the mitochondrial gene mtND2 in the plasma of BACHD mice and found it to be reduced by 53% compared to the plasma of WT mice (Fig. 2F), similar to previous reports. The level of mtND2 of the post-treated mice was significantly higher than that of the pre-treated mice in both SPIs-treated groups, in contrast to the DMSO group in which the level continued to drop (Fig. 2F), as expected from the progression of the disease without treatment. Thus, the effect of SPIs on HD biomarkers is consistent with the inhibitory effect of the SPIs on mutant *Htt* expression.

### SPIs attenuate HD-related behavioral phenotypes

To assess the effect of the SPIs on basal locomotor activity, exploratory activity, and anxiety-related behavior, we performed the open field test. In this test, we evaluated the total distance traveled by the mice in the arena, the frequency of transition to the center and the time spent in the center. No significant differences in all the 3 parameters were observed between WT mice and the BACHD mice in our setup, indicating no phenotypic difference (Appendix Fig. S2). Therefore, we conducted two alternative tests: the beam walk test, which assesses motor coordination and balance, and the Acoustic Startle Response (ASR) test to assess the sensorimotor functions and the anxious behavior of the mice (Brooks and Dunnett, 2009). In the beam walk assay, the mice have to cross a narrow beam that leads them to their empty home cage for 5 consecutive times. Performance on the beam is quantified by measuring their crossing time, the number of their paw steps while traversing the beam, and the percentage of their paw step slips (slip ratio, hereafter). Strong HD phenotype is reflected in a higher number of paw steps and slip ratio. Figure 2G–I presents the number of paw steps, the slip ratio, and the crossing time. BACHD DMSO-treated mice had a significantly higher number of paw steps and slip ratio compared to untreated WT mice, reflecting a strong HD phenotype. On the other hand, BACHD SPI-24-treated mice walked faster (3.3 ± 0.3 sec relative to 2.6 ± 0.2 s in DMSO; *P* = 0.01; Fig. 2I), with significantly fewer paw steps: the mean number of steps of the post-treated SPI-24 group is similar to that of the WT mice (Fig. 2G). Importantly, they slipped much less relative to pre-treatment and relative to the DMSO-treated group (Fig. 2H and Table 1). SPI-77 did not improve the motor coordination and balance of the mice.

**Table 1:** Summary of the effect of the SPIs on the slip ratio index of the mice analyzed from the beam walk test following different delivery methods.

Delivery method	Age	Testing time	Paw slip ratio		
			DMSO	SPI-24	SPI-77
Direct	7 months	Pre	31.0 ± 7.3%	25.3 ± 7.1%	37.7 ± 10.8%
		Post (1 m)	24.7 ± 8.1%	10.1 ± 3.0%	39.0 ± 9.1%
		Disease progression	1.8 ± 0.9	0.6 ± 0.2*	1.3 ± 0.3
Oral	3 months	Pre	4.6 ± 1.2%	8.4 ± 1.8%	6.0 ± 1.4%
		Post (2 m)	22.9 ± 4.5%	18.1 ± 5.7%	16.6 ± 6.0%
		Disease progression	5.0 ± 0.9	1.9 ± 0.4*	4.1 ± 1.5
SC pump	3 months	Pre	11.8 ± 2.7%	10.5 ± 3.3%	Not tested
		Post (2 m)	30.5 ± 9.5%	7.7 ± 3.4%	
		Disease progression	3.8 ± 2.0	0.9 ± 0.3*	

The numbers are the means ± SEMs of the slip ratio (%). The disease progression index was calculated for each mouse by dividing the slip ratio post treatment by the ratio pre treatment.

Data information: Asterisks denote statistically significant differences relative to DMSO according to Student’s paired one-tailed *t*-test. *p < 0.05.

*Statistically significant (*p* < 0.05) relative to DMSO according to Student’s paired one-tailed *t*-test.

To test whether the SPIs can affect HD-associated anxiety, we carried out the ASR assay. The experiment is comprised of three Blocks (B1–3). In the first (B1) and the third (B3) blocks, 6 stimuli of 120 decibels (dB) are generated, and the response of the mice to these stimuli is measured as a function of force (g). In general, healthy animals become less responsive to the repeated stimulus in B3 due to habituation, while anxious animals react the same in B1 and B3 (Neufeld-Cohen et al, 2010). Figure 2J shows that while the response of untreated WT animals was reduced in B3, as expected, DMSO-treated BACHD animals did not habituate and displayed no change in their response. On the other hand, both SPIs-treated mutant animals reacted significantly less in B3 relative to B1, similar to the WT group, suggesting that the treatment was effective in reducing anxiety.

### Short-term subcutaneous injection or oral administration lowered mutant *Htt* expression

Encouraged by the results from the direct brain injection of SPIs, we next examined the potential effect of the SPIs by other administration routes. For this purpose, we first tested the stability of SPI-24 and SPI-77 in the mice plasma over time (pharmacokinetics) as well as their penetration ability through the blood-brain-barrier (BBB). Each compound was subcutaneously injected into WT mice at 2 different concentrations and blood samples were taken at 8 time points after injection (3 mice for each concentration and each time point; a total of 24 mice for each compound). After the last bleeding (12 h), the mice were sacrificed and their brain was analyzed (Fig. 3A). Three mice were left untreated (control) for background levels of the compounds in the blood and brain. All samples were then extracted and SPI-24 and SPI-77 concentrations were analyzed using LC-MS/MS. At the high dose (10 mg/Kg), SPI-24 reached its maximal concentration in the plasma 4 h after the injection and then dropped (Fig. 3B). Twelve hours after the injection SPI-24 was detected in the animal’s brain, indicating that this compound can pass the BBB (Fig. 3C). The Cmax found in the brain was 26 µM, which is higher than the effective concentration (IC_50_) of the compound. SPI-77 could not be detected using LC-MS/MS, even in a pilot experiment where it was spiked-in directly to the plasma or to the brain tissue. This is probably due to the presence of another endogenous compound that generates an identical peak that masks its signal. To test whether SPI-24 is stable in the brain longer than 12 h, we repeated the experiment with 10 mg/Kg SPI-24 and collected brains 12, 24, and 48 h later. This time, we also performed a brain perfusion to verify that the source of the detected compound was from the tissue itself and not from the blood vessels. The levels of SPI-24 after 24 and 48 h post-injection are much lower than after 12 h (Fig. EV3A), suggesting the decomposition of the compound over time.

**Figure 3:**
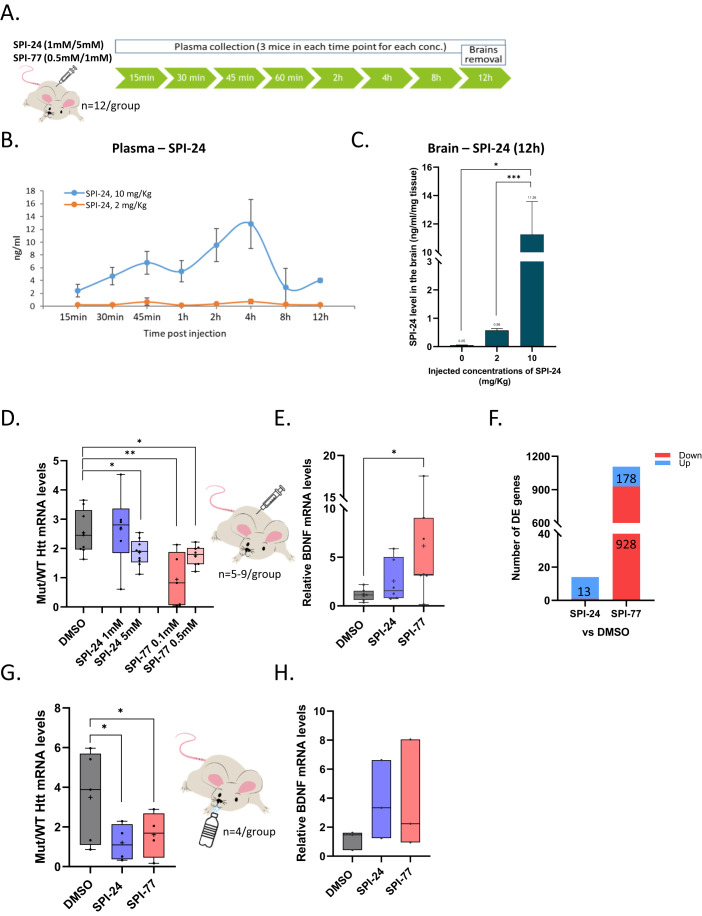
Analysis of short-term subcutaneous injection or oral administration. (**A**) Schematic design of the pharmacokinetic experiment. (**B**) The concentration of SPI-24 in the mice plasma was determined using LC-MS/MS, calculated as ng/ml and normalized to total protein concentration. Each point is a mean ± SEM of 3 animals. (**C**) The remaining concentration of SPI-24 in the mice’s brain 12 h after injection was determined using LC-MS/MS, calculated as ng/ml and normalized to tissue weight. Each bar represents the means ± SEMs of 12 animals. **D**, **G** The ratio of the levels of mutant and wt *Htt* mRNA in the striatum of treated mice upon subcutaneous injection (**D**, *n* = 5–9) and oral administration (**G**, *n* = 4–5) of the compounds. (**E**,**H**) The relative levels of BDNF in the striatum of subcutaneously (**E**) and orally (**H**) treated BACHD mice (*n* = 3–6). (**F**) The global effect of SPI-24 and SPI-77 on the number of differentially expressed genes, compared to DMSO (*n* = 3–5). Sequencing libraries from mRNA extracted from the striatum of injected mice were prepared and subjected to deep sequencing. Reads were aligned to the mouse genome. Data information: The lines and the ‘+’ within the box-whisker plots (min to max) in panels (**D**), (**E**), (**G**) represent the median and the average, accordingly. The lines in the floating bars (min to max) in panel (**H**) represents the median. The asterisks in panel (**C**) indicate significant differences relative to naïve animals according to Student’s unpaired one-tailed *t*-tests. The asterisks in panels (**D**, **E**, **G** and **H**) denote statistically significant differences relative to DMSO according to Student’s unpaired two-tailed *t*-tests. *p < 0.05; **p < 0.01; ***p < 0.005. Source data are available online for this figure.

**Figure EV3:**
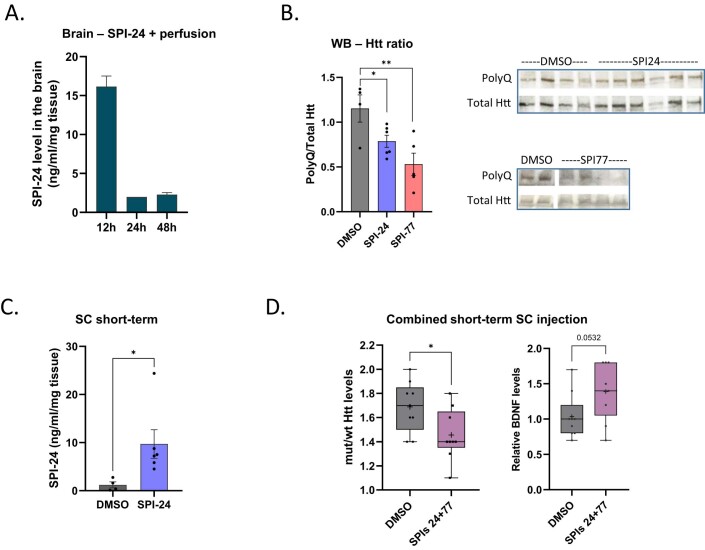
Short-term subcutaneous injection of SPIs. (**A**) The concentration of SPI-24 in the mice’s brain after 12, 24 and 48 h from the injection, measured by LC-MS/MS. Cardiac perfusion was performed in anesthetized mice before brain removal. Each bar represents the means ± SD of 2 animals. (**B**) Western blot analysis of the striatum of treated mice upon short-term subcutaneous injection showing the ratio of mutant (polyQ) vs total HTT proteins. Each bar represents the means ± SEMs of 4–6 animals. Representative blots are shown on the right. (**C**) The remaining concentration of SPI-24 in the mice’s brain after 4 days of subcutaneous injection as was determined using LC-MS/MS and calculated as ng/ml and normalized to tissue weight. Each bar represents the means ± SEMs of 4–6 animals. (**D**) Combined short-term subcutaneous injection of the SPIs. Left: The ratio of the levels of mutant and wt *Htt* mRNA in the striatum of treated mice upon combined subcutaneous injection of SPI-24 (5 mM), and SPI-77 (0.5 mM) for four subsequent days. Right: The relative levels of BDNF in the striatum of treated BACHD mice. Each line represents the median of 9 mice. Data information: The lines and the ‘+’ within the box-whisker plots (min to max) in panel (**D**) represent the median and the average, accordingly. The asterisks in panel (**B**–**D**) denote statistical significance differences relative to DMSO according to Student’s unpaired two-tailed *t*-test. *p < 0.05; **p < 0.01. Source data are available online for this figure.

Based on the pharmacokinetics experiments, we next tested the effect of a daily subcutaneous (SC) injection or oral administration (gavage) of SPI-24 (SC: 38 and 190 µg/day; oral: 490 µg/day) and SPI-77 (SC: 4.4 and 22 µg/day; oral: 55 µg/day) on the expression levels of wt and mutant *Htt* mRNA in the striatum of BACHD mice (see Appendix Table S1 for mice list). The compounds were delivered daily for 4 subsequent days and 6 h after the last administration, the mice were sacrificed. As can be clearly seen in Fig. 3D,G, the mutant to wt *Htt* mRNA ratio in the striatum was significantly reduced upon the daily short-term treatment with both SPIs using SC and oral delivery methods. Remarkably, SPI-77 reduced the mutant *Htt* mRNA upon subcutaneous injection in a concentration as low as 2.2 µg/day (0.1 mM; Fig. 3D), indicating that it also can pass the BBB. Accordingly, the protein levels of mutant Htt were significantly reduced following SC injections (Fig. EV3B). The remaining concentration of SPI-24 in the mice’s brain after short SC injection is similar to those found in the PK experiment (Fig. EV3C). The BDNF levels also showed a trend of elevation following these treatments (Fig. 3E,H). These results indicate that both SPIs can be delivered subcutaneously or orally, pass the BBB and reduce mutant *Htt* expression in the striatum. We injected a mixture of SPI-24 and SPI-77 but observed no additive or synergistic effect (Fig. EV3D), suggesting that both compounds, although chemically distinct, act in a similar manner.

To examine the global effect of short-term SPIs treatment, RNA samples from injected mice were subjected to RNA sequencing (RNA-seq). Reads were aligned to the mouse genome, and the normalized expression of each gene was determined. Remarkably, only 13 genes were upregulated and one gene was down-regulated in response to SPI-24 treatment (Fig. 3F and Appendix Table S2), suggesting no global effect caused by SPI-24. On the other hand, a total of 1106 genes displayed a statistically significant fold change upon SPI-77 treatment (928 genes were down-regulated and 178 were upregulated; Fig. 3F and Appendix Table S2).

We also examined the effect of SPIs on alternative splicing of selected genes previously reported to be modulated in HD (Elorza et al, 2021) and found no significant effect (Appendix Fig. S3).

### Long-term SPI-24 treatment of early-stage mice delays HD progression

In neurodegenerative diseases, such as HD, the time of intervention is critical. The destruction of the neurons is mostly irreversible, and restoring the neurological damage in HD patients is challenging. Therefore, early intervention at the prodromal stage, or even before as a preventive approach, is likely to be beneficial. For this reason, we initiated an experiment in which we tested the effect of the SPIs on disease progression in young, 12-week-old mice, an age known to display weak HD phenotype (Menalled et al, 2009). As a first attempt, we provided the BACHD mice with the compounds (SPI-24: 35 mg daily; SPI-77: 4 mg daily) in their drinking water (containing 8% fructose) for 2 months (see study design in Fig. 4A and Appendix Table S1). Water-containing DMSO/SPIs were refreshed every 3 days based on a preliminary experiment that tested the stability of the two compounds in similar conditions, which indicated a decrease over time in their stability levels (Table EV2A). The disease progression was monitored by 3 behavioral tests: ASR, beam walk test, and home-cage locomotion assessment. The tests were conducted one week before the treatment started and again one week before sacrificing the mice (after 8 weeks, Fig. 4A). The results obtained from the ASR test show no significant change in the B3/B1 ratio in the pre-treated BACHD compared to untreated WT animals (Fig. 4B left), suggesting that the mutant animals already display an anxious phenotype. On the other hand, in both SPIs-treated groups but not DMSO, there is a significant improvement in the habituation to the stimuli in B3 relative to B1 (Fig. 4B right), indicating restoration to WT phenotype.

**Figure 4:**
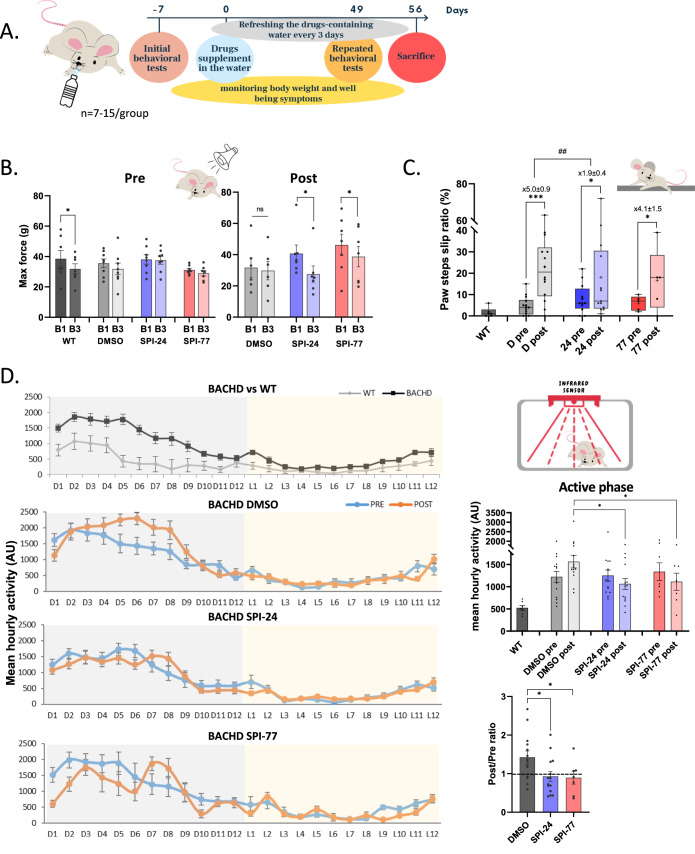
The effect of long-term oral delivery of SPIs on HD disease symptoms. (**A**) The study design of long oral treatment of 3-month-old BACHD mice. (**B**) Acoustic startle response test. The response of untreated WT and BACHD mice to stimuli in B1 and B3 pre-treatment (left) and after 2 months of SPIs administration (post, right). Each bar represents the means ± SEMs of 7 mice. (**C**) Beam walk test. Paw slip ratio of untreated WT and BACHD mice pre vs post treatments. The lines represent the median of 6–14 mice. The ratio between post- and pre-treatment is calculated for each mice and the mean number ± SEM is presented. (**D**) Home cage locomotion assessments (48 h). Top left panel: WT vs BACHD mice before treatment. 2nd–4th left panels: BACHD mice pre vs post treatments with DMSO, SPI-24 and SPI-77, respectively. Dots represent means ± SEM of 7–15 mice. Top right panel: Active (dark) phase mean hourly activity of the data presented in the four left panels. Bottom right panel: The ratio between post- and pre-treatment calculated for each mice. Each bar represents the mean ± SEM of 7–15 mice. Data information: The lines and the ‘+’ within the box-whisker plots (min to max) in panel (**C**) represent the median and the average, accordingly. Asterisks in panel (**C**) denote statistically significant differences relative to DMSO according to Student’s paired one-tailed *t*-tests. The statistical significance of the difference between the mean ratios is calculated by Student’s unpaired two-tailed *t*-tests. Asterisks in panel (**D**) denote statistically significant differences relative to DMSO according to Student’s unpaired two-tailed *t*-tests. *p < 0.05; ***p < 0.005; ^##^*p* < 0.01; ns, not significant. Source data are available online for this figure.

The beam walk test in this experiment was designed so that the pre-treated mice had to cross a 10 mm beam while at the end of the treatment (7 weeks later) they had to cross a 5 mm beam to reduce the learning effect. The analyses of this test (Fig. 4C and Table 1) indicated a more pronounced increase in the slip ratio over time in the DMSO-treated group (5.0 ± 0.9 times) compared to the SPIs-treated groups (1.9 ± 0.4 times in SPI-24; *P* = 0.0048, and 4.1 ± 1.5 times in SPI-77). These results suggest a slowdown in developing impaired motor and balance symptoms following SPI-24 treatment.

An additional test we performed was the home-cage locomotion (HCL). In this test, the mice’s movement was tracked and analyzed for 48 h in their home-cage. Comparing the activity of untreated WT mice to pre-treated BACHD mice revealed that BACHD mice are more hyperactive than the WT, mainly during the active, dark phase, reflecting their involuntary movement (Fig. 4D, top panel: BACHD vs WT). 7 weeks after the treatment started, the hyperactive movement of the DMSO-treated mice was further elevated (Fig. 4D, BACHD DMSO panel). In contrast, treatment with SPI-24 and SPI-77 prevented the enhancement of this abnormal activity (Fig. 4D, two bottom panels and summary graphs in the right panels). Together, these findings demonstrate that treatment with SPIs inhibits the disease progression and SPI-24 seems more potent than SPI-77, most likely because it is more stable in high concentration. The remaining concentration of SPI-24 in the mice’s brain after long-term oral administration is shown in Fig. EV4A. Analyzing the protein levels of mutant and wt Htt in treated mice revealed a significant reduction in mutant Htt levels in both SPIs-treated groups (Fig. EV4B), which is in line with the phenotypic improvement.

**Figure EV4:**
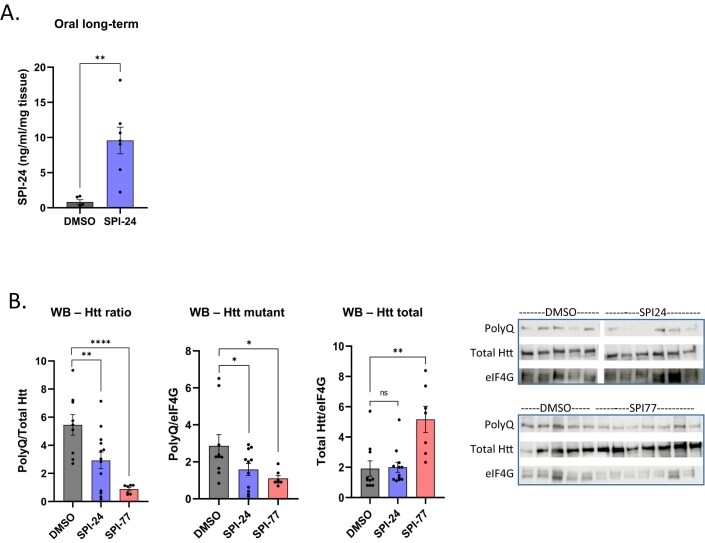
Long-term oral delivery of SPIs. (**A**) The remaining concentration of SPI-24 in the mice’s brain following long-term oral administration as was determined using LC-MS/MS and calculated as ng/ml and normalized to tissue weight. Each bar represents the means ± SEMs of 5–7 animals. (**B**) Western blot analysis of the striatum of treated mice upon long-term oral administration showing the level of mutant (polyQ) and total HTT proteins relative to normalized protein (eIF4G3). Each bar represents the means ± SEMs of 7–13 animals. Representative blots are shown on the right. Data information: The asterisks in panels (**A**) and (**B**) denote statistical significance differences relative to DMSO according to Student’s unpaired *t*-test (one tailed). *p < 0.05; **p < 0.01; ****p < 0.001; ns, not significant. Source data are available online for this figure.

Considering our inability to control precisely the volume of the water-containing SPIs consumed by the mice, we designed another long-term treatment with the more stable SPI-24. In this trial, we constantly delivered the compound to early-stage HD mice using a subcutaneous osmotic pump. The pumps were pre-filled with either DMSO-PEG400 (vehicle, this solvent was chosen based on a formulation screen, see Table EV2B) or SPI-24 at a concentration of 80 mM (187 µg/day considering a constant rate of 0.25 µl/h), and implanted under the mice’s skin for 56 days (Figs. 5A and EV5A). The pump was replaced once after 28 days. Behavioral tests were performed a week before the treatment started and 7 weeks later, just before it ended (see Fig. 5A for study design and Appendix Table S1). According to the Beam walk test, there was a significant aggravation in the DMSO-treated group (*n* = 11) over time, as expected without treatment (Fig. 5B, left and Table 1). On the other hand, the treatment with SPI-24 (*n* = 11) prevented the increase in the paw slip frequency (Fig. 5B, left, and Table 1). The climbing and the wheel running tests that were conducted to analyze the functional abilities of the treated-mice, also showed a significant improvement following SPI-24 treatment relative to DMSO, and the differences relative to untreated WT mice become insignificant (Fig. 5B, middle and right panels, respectively). The home-cage locomotion data indicated some elevation in hyperactivity after 7 weeks in DMSO-treated mice (mainly at D5–D10 period; Fig. 5C, upper left panel and right panel), however, a reduction in hyperactivity was evident in SPI-24 treated mice (Fig. 5C, lower left panel and right panel). Analysis of brain samples by LC-MS/MS indicated that after 28 days, the residual concentration of SPI-24 is very low (Fig. EV5C), indicating a decline in its stability over a long period in the pump. This is in line with no detectable effect on the Htt protein level upon prolonged treatment with the pump (Fig. EV5D), and no improvement in the anxiety symptoms (Fig. EV5B).

**Figure 5:**
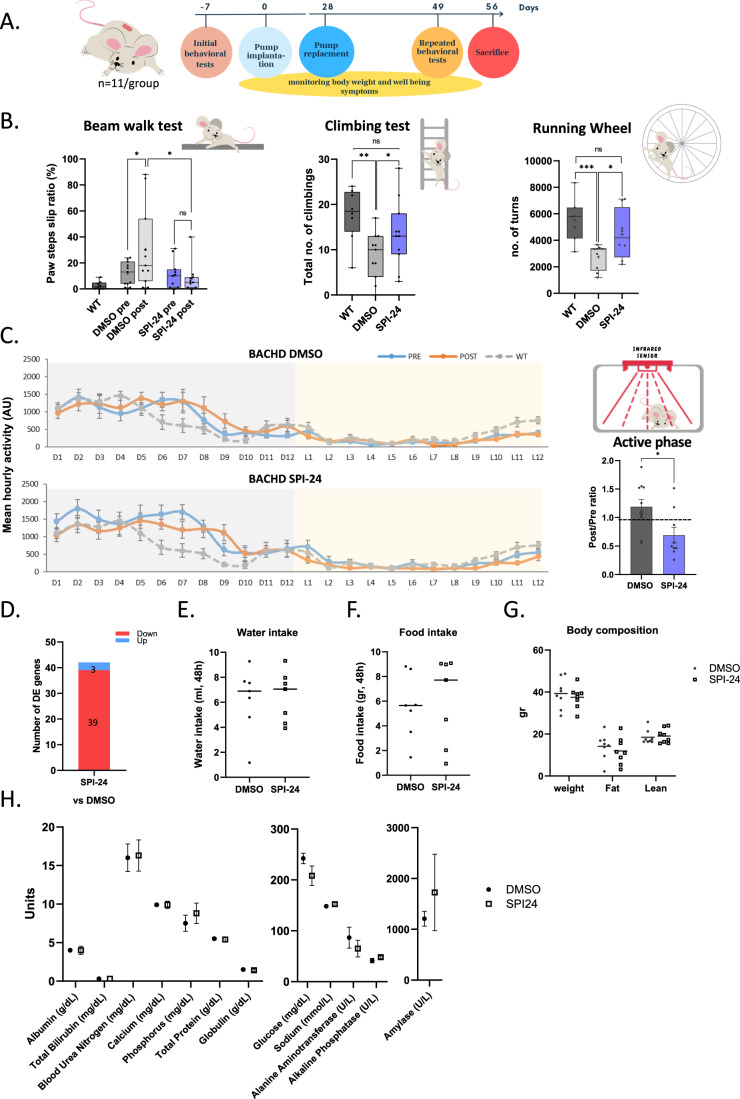
Analyses of HD disease symptoms following long-term subcutaneous delivery of SPI-24. (**A**) The study design of long subcutaneous treatment of 3 months old BACHD mice. (**B**) Motor functions tests performed to assess the effect of long treatment of SPI-24 on HD progression. Left: Beam walk test of WT and BACHD mice pre- and post-treatment; middle: Climbing test of untreated WT and treated-BACHD mice; right: Wheel test of untreated WT and treated-BACHD mice. Each line represents the median of 7–11 mice. (**C**) Home cage locomotion assessment (48 h) of WT and BACHD mice pre and post treatment. Dots represent means ± SEM of 8–11 mice. The right panel shows the ratio between post- and pre-treatment calculated for each mice in the active (dark) phase. Each bar represents the mean ± SEM of 8–11 mice. (**D**) The global effect of long-term SPI-24 treatment on the number of differentially expressed genes, compared to DMSO (*n* = 5). Sequencing libraries from mRNA extracted from the striatum of treated mice were prepared and subjected to deep sequencing. Reads were aligned to the mouse genome. (**E**,**F**) Water and food intake of 8 weeks SPI-24 treated mice relative to DMSO, during 48 h. Each line represents the median of 7 mice. (**G**) The body composition of the treated mice relative to DMSO. Each line represents the median of 8 mice. (**H**) Chemical analysis of blood samples taken from the 8 weeks treated mice relative to DMSO. Each dot represents means ± SEM of 4 mice. Data information: The lines and the ‘+’ within the box-whisker plots (min to max) in panel (**B**) represent the median and the average, accordingly. Asterisks in panel (**B**) denote statistically significant differences according to Student’s unpaired two-tailed (middle and right panels) or paired one-tailed (left panel) *t*-tests. Asterisks in panel (**C**) denote statistically significant differences according to Student’s unpaired two-tailed. *p < 0.05; **p < 0.01; ***p < 0.005; ns, not significant. Source data are available online for this figure.

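The libraries came from punches of striatum of BACHD mice, which carry a human mutant HTT transgene in addition to their own Htt gene. Of the 10 libraries, 5 came from mice given SPI-24 and 5 from mice given the DMSO vehicle, and each is labelled as a separate biological replicate. SPI-24 was delivered under the skin by osmotic pump at 187 µg per day for 56 days. Stranded libraries of polyadenylated RNA were sequenced as single reads of 50 bp. The authors trimmed the reads with cutadapt, aligned them to the mouse genome GRCm38 with STAR, discarded reads shorter than 30 bp and multi-mapped reads, and counted the rest per gene with htseq-count. Discarding multi-mapped reads lowers the counts of genes with near-identical copies. The deposited values are counts for 21230 genes that the authors divided by a size factor per library with DESeq2.

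Because each library has a single size factor, the reads behind these normalized counts could be recovered. Within 0.1 of a read, 99.97% of the values above 0 came out whole. The DMSO libraries held 5478283 to 46923225 reads assigned to genes, with a median of 28219810. The SPI-24 libraries held 7381308 to 29559866, with a median of 25785057. The mean over the 10 libraries was 24.1 M reads assigned to genes, while the paper gives an average of 40 M sequenced reads per sample. The limma tests, group means and list levels rest on the deposited normalized counts. Read numbers and the edgeR, limma-voom and DESeq2 fits rest on the recovered reads. DMSO replicate 3, the shallowest library, had reads in 12027 genes and DMSO replicate 5, the deepest, in 18148. Differences were tested by limma with trend on log2(normalized count + 1) for the 15871 genes with a mean normalized count of at least 10, with Benjamini-Hochberg adjustment. On this scale the added 1 damps the fold changes of genes with few counts, but a library without reads can enlarge them. Atp2a1, with no reads in DMSO replicate 1, had a log2 fold change of 2.20 here against 0.70 from the authors' DESeq2 fit. Where a gene has no reads in a library, up to 3 reads remain possible, and fold limits given below as "at least" use that number in each library. Such limits cover counting error only, since the reads carry no molecular identifiers.

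The cell types in the punches differed widely from library to library in both groups. The marker list of medium spiny neurons, the projection neurons that make up most of the striatum, lay 2.84 log2 units above its mean over the 10 libraries in DMSO replicate 1 and 2.57 above it in SPI-24 replicate 5. It deviated by -2.03 in DMSO replicate 3 and by -1.55 in SPI-24 replicate 3. Drd1, the dopamine receptor of direct-pathway medium spiny neurons, had 2129 normalized counts in DMSO replicate 1, 2525 in SPI-24 replicate 5, 79 in DMSO replicate 2 and none in DMSO replicate 3. Markers of neurons of the thalamus, hypothalamus and hindbrain deviated in the opposite direction in 10 of 10 libraries, with -2.43 in DMSO replicate 1 and -1.44 in SPI-24 replicate 5. Prkcd, a marker of thalamic neurons, had 266 normalized counts in DMSO replicate 1 and 10295 in DMSO replicate 3, but 6819 in DMSO replicate 4 and 4149 in SPI-24 replicate 5, where medium spiny neuron markers were high, and 385 in DMSO replicate 5, where they were low. The choroid plexus list was 3.53 above its mean in DMSO replicate 1, and Ttr, the transthyretin gene that choroid plexus expresses strongly, had 181941 normalized counts there against 292 in DMSO replicate 5. Astrocyte markers stayed between -0.28 and 0.20 in all 10 libraries. Averaged by group, the medium spiny neuron list was 0.12 in DMSO and -0.12 in SPI-24, against a range of 4.87 within DMSO alone. Ddx3y, which lies on the Y chromosome, had at most 0.65 normalized counts in DMSO replicates 1 and 4 and SPI-24 replicates 1, 2 and 5. In the other 5 libraries it had 746 to 1465, and the sample labels give no sex. Drd1 and Ttr were chosen after their values were seen.

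**Figure D1:**
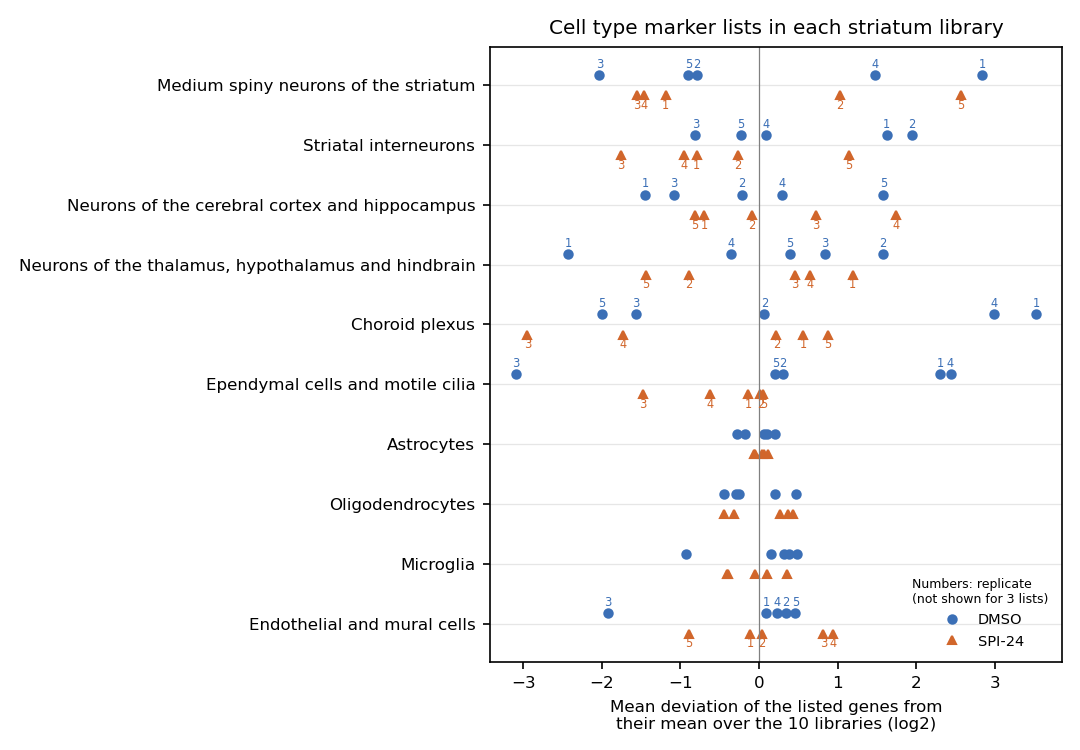
Mean deviation of each cell type's marker genes from their own mean over the 10 libraries (x axis, log2 units), for DMSO (circles) and SPI-24 (triangles) libraries; each point is 1 library. Medium spiny neuron markers range over 4.87 log2 units within DMSO, whereas astrocyte markers range over 0.48.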

**Figure EV5:**
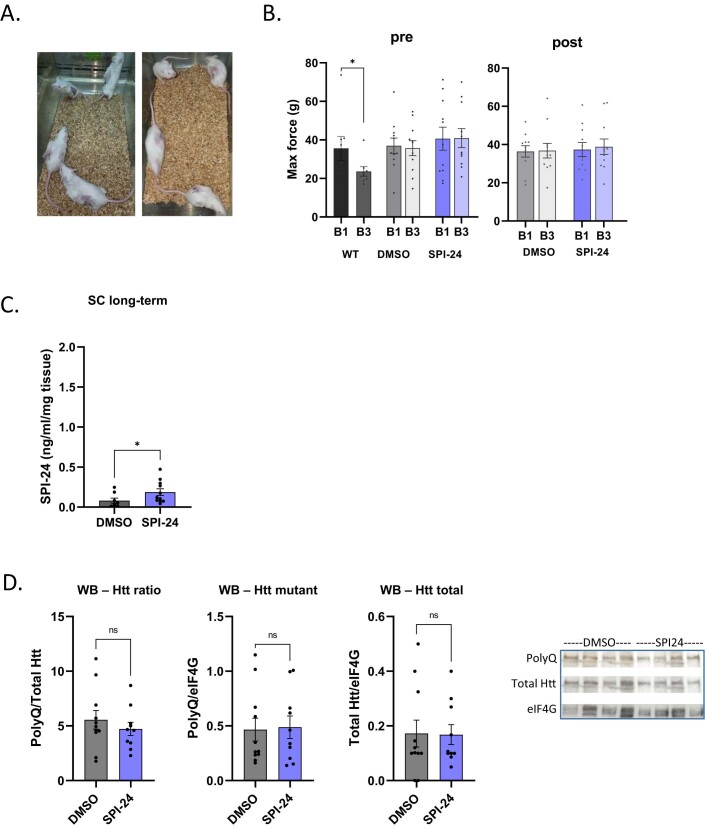
Long-term subcutaneous delivery of SPI-24. (**A**) Pictures of representative mice after pump implantation surgery. (**B**) Acoustic startle response test. The response of WT vs BACHD mice to stimuli in B1 and B3 pre-treatment (left) and after 2 months of subcutaneous administration of SPI-24 (right). Each bar represents the means ± SEMs of 11 mice. (**C**) The remaining concentration of SPI-24 in the mice’s brain following long-term subcutaneous delivery as was determined using LC-MS/MS and calculated as ng/ml and normalized to tissue weight. Each bar represents the means ± SEMs of 9–11 animals. (**D**) Western blot analysis of the striatum of treated mice upon long-term subcutaneous delivery showing the level of mutant (polyQ) and total HTT proteins relative to normalized protein (eIF4G3). Each bar represents the means ± SEMs of 11 animals. Representative blots are shown on the right. Data information: The asterisks in panels (**B**) and (**C**) denote statistical significance differences relative to DMSO according to one tailed Student’s paired (**B**) or unpaired (**C**) *t*-test. *p < 0.05; ns, not significant. Source data are available online for this figure.

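No gene in the striatum passed an adjusted p of 0.05 from limma after 56 days of SPI-24, at a fold change of at least 2 or at any fold change. At an unadjusted p under 0.05, 152 genes were higher and 202 lower in SPI-24, which together is 2.23% of the genes tested. Among the 10 genes with the smallest p, all of which missed the threshold at an adjusted p of 0.999, Peak1 and Hspa8 were higher in SPI-24 and the rest lower. Peak1, a pseudokinase that acts on the cytoskeleton, had 528 ± 166 normalized counts (SD, n = 5 mice) in DMSO and 1024 ± 161 in SPI-24. Its log2 fold change was 0.99 with a standard error of 0.24, and 4 of 5 SPI-24 libraries lay above every DMSO library. It lies on chromosome 9 of GRCm38 from 56201126 to 56418067. Hspa8, the constitutive heat shock protein Hsc70, went from 811 ± 179 to 1347 ± 293 normalized counts, a log2 fold change of 0.73 (standard error 0.21). Processed copies of Hspa8 elsewhere in the genome share reads with it, so its level is uncertain.

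Timm9 encodes a chaperone of protein import into mitochondria and lies on chromosome 12 from 71123173 to 71136684. It had 784 ± 182 normalized counts in DMSO and 390 ± 88.4 in SPI-24, a log2 fold change of -1.01 with a 95% interval from -1.55 to -0.46, and each of the 5 SPI-24 libraries lay below every DMSO library. Rcan3, a regulator of calcineurin, had 1366 ± 236 and 839 ± 185 normalized counts (log2 fold change -0.71, standard error 0.20). Msx1, a homeobox transcription factor on chromosome 5 from 37820485 to 37824583, had 289 ± 177 and 47.3 ± 30.3, and Efcab1, a protein with EF-hand calcium-binding motifs, had 576 ± 261 and 199 ± 53.4. The other lower genes were expressed at low levels. Baiap2l1, an adaptor between membrane and actin, had reads in 5 of 5 DMSO libraries and 2 of 5 SPI-24 libraries, and the antisense transcript 0610040B10Rik showed the same distribution. Map3k15 had reads in 1 of 5 SPI-24 libraries, with 430.7 normalized counts in DMSO replicate 3 and at most 57.8 in any other library. A530016L24Rik, a protein-coding gene on chromosome 12 from 112489448 to 112499927, had 4.72 to 178 normalized counts in DMSO and no reads in SPI-24, at least 13.1-fold lower, or at least 5.56-fold without DMSO replicate 3, its highest library.

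Htt, on chromosome 5 from 34761740 to 34912534, had 1201 ± 455 normalized counts in DMSO and 947 ± 228 in SPI-24. Within DMSO, replicate 3, the shallowest library, had 1982 and the others had 818 to 1173. The log2 fold change was -0.31 (95% interval from -0.84 to 0.23, unadjusted p = 0.24 from limma), smaller than the spread between mice. Reads were aligned to the mouse genome alone, so transcripts of the human transgene are not counted apart. Supt5, the gene of the SPI target Spt5, had 1500 ± 229 and 1541 ± 298 normalized counts, and Supt4a, the gene of its partner Spt4, had 669 ± 136 and 652 ± 166. The 95% interval of the log2 fold change was -0.36 to 0.42 for Supt5 and -0.60 to 0.49 for Supt4a. Bdnf, which encodes a neurotrophic factor, had reads in 4 of 5 libraries of each group, and its interval from -4.30 to 3.54 leaves its direction open. The mitochondrial transcript mt-Nd2 had a log2 fold change of 0.13 (standard error 0.52).

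On the recovered reads, edgeR and limma-voom also called no gene, with 172 and 552 genes at an unadjusted p under 0.05. DESeq2 with its default outlier removal called 5 genes, all lower (Ak7, A530016L24Rik, Msx1, 1700024G13Rik and Erich2, named after the call), among 671 at an unadjusted p under 0.05, and without that step alone, a setting chosen after the data had been seen, it called 39 lower and 3 higher genes at a fold change of at least 2. Of simulated genes changed 2-fold and 4-fold at the dispersion of these libraries, limma recovered 8.96% and 58.2%. The changed genes were drawn from the better expressed genes, so recovery over all genes tested may be lower.

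**Figure D2:**
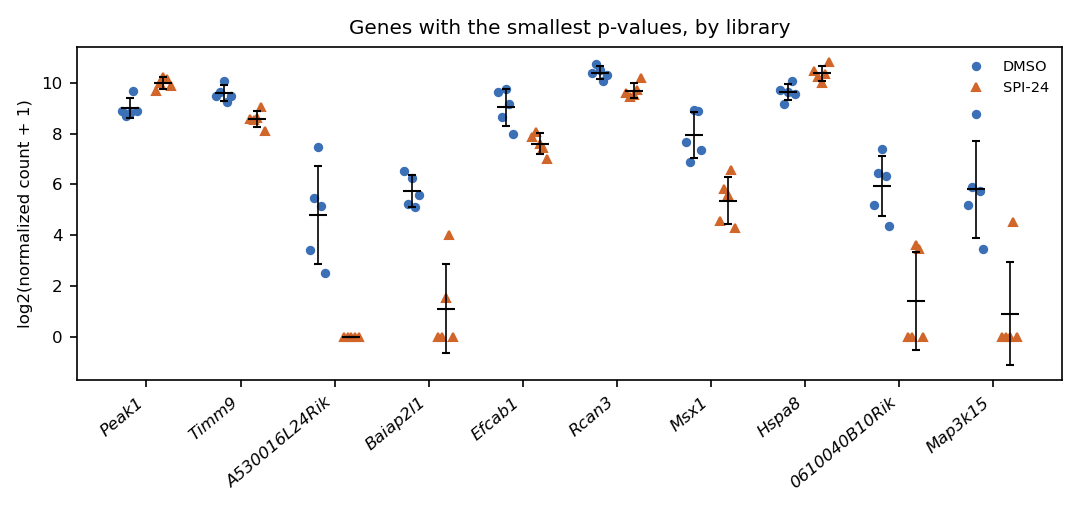
Expression, as log2(normalized count + 1) on the y axis, of the 10 genes with the smallest p-values in DMSO (circles) and SPI-24 (triangles) libraries; horizontal bars and whiskers are the mean and SD over 5 mice. All 5 SPI-24 libraries are at 0 for A530016L24Rik, and Peak1 overlaps between groups only through DMSO replicate 4, at 822 normalized counts.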

We analyzed the global effect of the long-term SPI-24 treatment on gene expression by RNA-seq and found that only 42 genes were differentially expressed (39 genes were downregulated and 3 were upregulated, Fig. 5D and Appendix Table S3).

In addition to the effect of SPI-24 on the disease progression, we tested if there were any toxic effects on the mice following the prolonged treatment. For that purpose, we determined their water and food intake (Fig. 5E,F), their body composition (Fig. 5G) and the levels of different biochemical components in their blood (Fig. 5H) following 56 days of SPI-24 subcutaneous treatment. The results indicated no change in all the tested parameters following prolonged treatment.

## Discussion

In the current study, we demonstrate the remarkable efficacy of two Spt5-Pol II inhibitors in a mouse model of HD and provide support for the potential of selective lowering of mutant *Htt* by small molecules as an effective therapeutic approach for the treatment of HD-associated neuropathology. We previously identified a set of Spt5-Pol II small molecule inhibitors that selectively diminish the transcription of mutant but not wt *Htt* gene in striatal cell lines (Bahat et al, 2019). We now report the identification of potent SPI analogs that selectively reduce mutant *Htt* levels in the nM to low µM range. This validates the inhibitory activity of the original molecules and rules out the possibility of a false positive effect. Administering SPI-24 and SPI-77 to BACHD mutant mice using different methods, directly to the striatum, by oral delivery or subcutaneous injection, significantly reduced the expression level of mutant *Htt* mRNA in the striatum and increased the level of BDNF. These results, together with the pharmacokinetics experiments, provide strong evidence that both SPIs can pass the BBB and lower mutant *Htt* expression in the striatum. Importantly, lowering mutant *Htt* levels by SPIs led to a significant attenuation of motor and anxiety abnormalities that are associated with the HD mouse phenotype. Moreover, SPIs administration to early-stage BACHD mice slowed down the progressive deterioration of the disease.

Spt5, the target of SPIs, is an important ubiquitous transcription elongation factor. Hence, a major concern is that Spt5 inhibition may affect many genes and lead to undesired side effects. However, several lines of evidence support the selectivity of SPIs described here. First, our previous study reported two sets of SPIs: general inhibitors that affect all known Spt5 functions and selective SPIs that primarily affect a single function (Bahat et al, 2019). The SPIs used in this study belong to the selective class as they predominately affect Spt5’s ability to promote the mutant *Htt* transcription, while their effect on its other activities is minor. In addition, the downregulation of Spt5 in mammalian cells has a limited effect on global gene expression (Diamant et al, 2012, 2016b; Fitz et al, 2018; Komori et al, 2009; Pavri et al, 2010; Rahl et al, 2010; Stanlie et al, 2012) most likely due to functional redundancy with other elongation factors. Thus, the impact of the selective SPIs is likely even more limited. Indeed, short- and long-term SPI-24 treatments had no global effect on mRNA levels in mice. Furthermore, no apparent toxicity was observed following prolonged treatment of mice with SPI-24, including food and water intake, body composition and multiple blood parameters, consistent with its selective effect. Nevertheless, as with all drugs, off-target effects cannot be ruled out.

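In the long-term SPI-24 libraries, cell type and pathway lists of genes, written before the data were examined, gave no change that limma's fry test could tell from the spread between mice. Fry asks whether the genes of a list move, on balance, one way. Of 30 lists tested, 1 passed, the paper's own list of lower genes, which was chosen on these libraries and is not independent evidence; the next adjusted p was 0.909. No member of any list passed over all genes, and none outside the paper's list passed when adjusted over the list alone. Of the 24 genes of RNA polymerase II elongation, which include Supt5, Supt4a and the subunits of NELF and P-TEFb, 14 were higher and 10 lower, with a median log2 fold change of 0.07. Nelfb, a subunit of the pausing factor NELF, had 876 ± 246 normalized counts (SD, n = 5 mice) in DMSO and 1157 ± 206 in SPI-24, and Cdc73, of the PAF complex, had 412 ± 95.4 and 606 ± 159. Among 19 measured genes with CAG or other disease repeats, 10 were higher and 9 lower. Atxn7, the gene of spinocerebellar ataxia type 7, had 268 ± 37.7 normalized counts in DMSO and 147 ± 94.9 in SPI-24 (log2 fold change -1.09, standard error 0.53), and Dmpk, the gene of myotonic dystrophy, had 313 ± 114 and 483 ± 72.2.

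Lists of the cells that line the ventricles had more lower than higher members in SPI-24. Of 37 ependymal and cilia genes, 26 were lower and 11 higher (median log2 fold change -0.78), and 17 of 18 choroid plexus genes were lower (median -1.08). The ependymal list had been written with the knowledge that cilia genes are among the paper's lower genes. Tekt1, a filament protein of cilia, had 133 ± 106 normalized counts in DMSO and 54.4 ± 75.4 in SPI-24, and the cilia gene 1700012B09Rik had reads in 4 of 5 DMSO libraries and in no SPI-24 library. F5, coagulation factor V, had 162 ± 135 and 21.2 ± 19.3, and Clic6, a chloride channel protein, had 704 ± 680 and 268 ± 257. Within DMSO both lists spanned 5.53 log2 units, while the group means differed by 0.87 and 1.21. All 14 interneuron genes were lower (median -0.77), among them Lhx6, a transcription factor of interneurons, at 246 ± 152 and 65.9 ± 46.3, and Sst, somatostatin, at 2000 ± 537 and 1603 ± 967. With camera and a preset correlation of 0.01 these 3 lists passed, at adjusted p of 0.0139 for ependymal genes, 0.0136 for choroid plexus and 0.0136 for interneurons. None held with a correlation estimated from the data (adjusted p = 0.861 with an estimated correlation for each).

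Of 30 medium spiny neuron genes, 19 were lower and 11 higher (median -0.16). Meis2, a transcription factor of these neurons, had 1879 ± 1723 and 1674 ± 2127 normalized counts, and Ryr1, a calcium release channel, had 90.7 ± 88.3 and 6.74 ± 8.46. Of 15 genes of cortical and hippocampal neurons, 9 were higher, with Rorb at 865 ± 456 and 1229 ± 512 and Wfs1 at 1004 ± 423 and 681 ± 482. Of 18 genes of the thalamus, hypothalamus and hindbrain, 9 were higher and 9 lower, with Rgs16 at 1336 ± 1217 and 2097 ± 1285. Glial lists had medians between -0.05 and 0.17. Of 15 astrocyte genes, 11 were higher (median 0.06); the glutamate transporter Slc1a3 had a log2 fold change of -0.25 (standard error 0.19) and the connexin Gjb6 one of 0.27 (standard error 0.20). Of 16 oligodendrocyte genes, 13 were higher (median 0.16), including Mag at 0.31 and Myrf at 0.71, and of 10 precursor genes 7 were higher, with Neu4 at 0.65 and Pdgfra at -0.49. In the microglia list 11 of 18 genes were lower. Ctss, the lysosomal protease cathepsin S, had 3988 ± 899 normalized counts in DMSO and 2635 ± 512 in SPI-24 (log2 fold change -0.59, standard error 0.19, adjusted p = 0.999 from limma), and Tyrobp, an adaptor of microglial receptors, had 907 ± 154 and 651 ± 105. Endothelial and mural genes were higher for 12 of 16, with the transporter Slco1a4 at 242 ± 83.8 and 484 ± 162 and Cldn5 of the tight junction at 426 ± 338 and 606 ± 138. Of 18 reactive astrocyte genes 11 were higher, and S1pr3, a sphingosine phosphate receptor, had reads in 2 of 5 DMSO and 5 of 5 SPI-24 libraries. Fibroblast genes of the meninges had a median of 0.68 over 12 genes, erythrocyte genes -0.05 over 4 and B cell genes -0.85 over 3. Sex-linked genes had a median of -1.72 over 5, which follows an uneven spread of sex over the groups. Ddx3y of this list had 746 to 1465 normalized counts in DMSO replicates 2, 3 and 5 and SPI-24 replicates 3 and 4, and at most 0.65 elsewhere.

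Stress, inflammation and metabolism gave medians between -0.38 and 0.41. Of 14 targets of NF-kB 7 were higher and 7 lower. Of 19 immediate early genes 14 were higher (median 0.41), with Npas4 at 18.3 ± 18.9 and 68.5 ± 42.3 normalized counts and Dusp1 at 405 ± 210 and 533 ± 113. Unfolded protein and stress response genes were higher for 9 of 13, where Sesn2 had 118 ± 96.3 and 249 ± 89.4 and Ddit4 had 1175 ± 241 and 906 ± 288. Clock genes were higher for 13 of 16, with Per1 at 458 ± 112 and 692 ± 205 and Npas2 at 287 ± 127 and 471 ± 175. Of 15 glucocorticoid-responsive genes 10 were higher, and of 18 cholesterol synthesis genes 8, with Mvd at a log2 fold change of 0.84 and Nsdhl at 0.53. All 7 measured protein-coding genes of the mitochondrial genome were higher by a median of 0.11, and 12 of 17 genes of mitochondrial biogenesis and dynamics were higher, with Esrra at 0.20. Tfam, which packages mitochondrial DNA, had 1012 ± 169 and 802 ± 115 normalized counts, lower in 5 of 5 SPI-24 libraries than in any DMSO library. Of 5 genes of BDNF and its receptors 4 were lower (median -0.38), with Ntrk2 at -0.08 and Sort1 at 0.22. The median, mean and fry direction differed in sign for the lists of thalamic, hypothalamic and hindbrain neurons, NF-kB targets, repeat genes, cholesterol synthesis and glucocorticoid response. Of the paper's genes higher after short-term SPI-24, 10 of 12 measured were higher here. Of those higher after short-term SPI-77, 76 of 142 were. On the SPI-24 list, Edaradd was at 3.06 (standard error 1.69), with reads in 2 of 5 DMSO and 4 of 5 SPI-24 libraries. Atp2a1 was at 2.20 (standard error 1.34), with 166 ± 159 normalized counts in DMSO, where replicate 1 had none, and 269 ± 156 in SPI-24. The SPI-24 list deviated by -3.59 log2 units in DMSO replicate 1 and by -2.56 in SPI-24 replicate 5, the libraries highest in medium spiny neuron markers, and ranged over 4.49 within DMSO against a difference of 0.76 between the group means. Klk8, a serine protease of the short-term SPI-77 list, had 85.8 ± 62.7 and 268 ± 80.6 normalized counts. Pemt, an enzyme of phosphatidylcholine synthesis on the SPI-77 list, had 105 ± 24.2 and 24.1 ± 29.2. The median log2 fold change over all genes was 0.00. For 6008 of 15871 genes (37.9%) the 95% interval lay within a 2-fold change in either direction, and for 9496 (59.8%) within a 4-fold change. The paper counts the lack of a global effect on mRNA after short- and long-term SPI-24 among its evidence that the SPIs are selective. In its short-term injections of SPI-24, the ratio of mutant to normal Htt mRNA fell while few genes changed. For this pump treatment it reports very little SPI-24 left in the brain, unchanged Htt protein, improved motor tests and no improvement in anxiety. The libraries carry no measure of exposure, so their counts of changed genes cannot separate selectivity from low exposure.

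**Figure D3:**
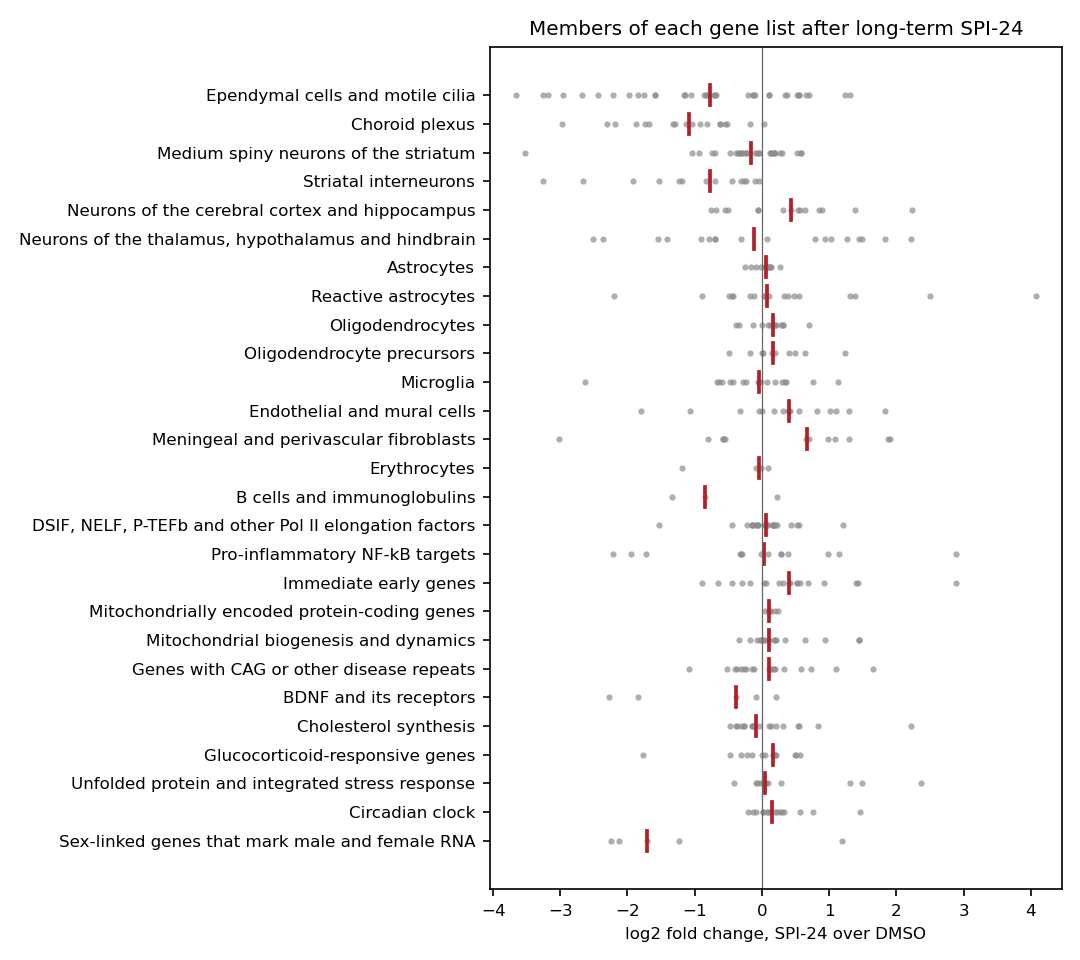
Log2 fold change of SPI-24 over DMSO (x axis) for each measured member (grey points) of the cell type and pathway lists (y axis), with the median of each list as a red bar. The choroid plexus median is at -1.08 and the astrocyte median at 0.06.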

HD is characterized by a progressive deterioration of motor functions. Our findings reveal the beneficial effect of SPIs on HD-associated motor phenotype. Specifically, SPI-24 significantly reduced the slip ratio in HD mice that typically display a strong motor phenotype at the age of 7–8 months. When given to early-stage HD mice, it successfully prevented the impairment of their motor coordination and balance (Table 1). This improvement was also reflected in their enhanced climbing capability and performance on the running wheel. In addition, their involuntary hyperactive movement was reduced following SPI-24 treatment. SPI-77 also had a positive effect on their motor functions; however, this effect was moderate relative to SPI-24, probably due to its lower stability during long-term treatments.

Anxiety is very common in HD (Dale and van Duijn, 2015; Hult Lundh et al, 2013) and we, therefore, assessed the effect of the SPIs on the mice’s response to abrupt auditory stimuli (ASR test). Treated mice were habituated to the repeated startling stimuli similarly to healthy WT mice, indicating that both SPIs reduced their HD-associated anxiety. Unexpectedly, this improvement was not observed following long subcutaneous delivery of SPI-24 (Fig. EV5B). This might be the consequence of a decline in the stability and the effective concentration of the molecule over a long period in the pump as determined from the LC/MS measurements (Fig. EV5C). These findings suggest that continuous supplementation is necessary (Fig. EV4A) in order to maintain the relief of the anxiety symptoms (Fig. 4B), consistent with the study indicating that the neural mechanisms of motor and anxiety phenotypes may differ (Gil and Rego, 2008). Future medicinal chemistry studies are needed to improve stability for long-term delivery.

HD is a gain-of-function disease, but several studies suggest that the reduction of wt HTT level may also contribute to the disease phenotype (Cattaneo et al, 2001, 2005). Therefore, strategies aiming to lower *Htt* gene are expected to affect the already low wt *Htt*. The great advantage of the SPIs is the selective lowering of mutant *Htt* but not the wild-type gene. Another major benefit of the SPIs is their small size and chemical properties, enabling them to penetrate through the BBB and reach their target in the brain, which makes their delivery methods simple and easy.

The HTT protein is widely expressed throughout the body (Hoogeveen et al, 1993; Li et al, 1993; Trottier et al, 1995) and is known to be involved in several cellular processes (Cattaneo et al, 2005). Therefore it is not surprising that HD patients suffer from several peripheral symptoms in addition to the well-characterized neuropathology. These symptoms include changes in the muscles, circulation, and digestive systems, weight loss and increased pro-inflammatory signaling (Sassone et al, 2009; van der Burg et al, 2009; Wild et al, 2011; Björkqvist et al, 2008). Therefore, systemic treatment with SPIs might substantially improve the quality of life of patients with HD, in addition to the *Htt* lowering in the brain.

In summary, we have identified and characterized two small molecules that effectively relieve HD-associated phenotypes and slow down their progression in preclinical studies. Their favorable effects are based on the selective lowering of the mutant *Htt* and their chemical properties that enable them to pass the BBB. These SPIs provide a great therapeutic strategy due to their simple delivery, especially when prolonged and safe treatment of HD patients is needed. Thus, SPIs are excellent candidates for clinical evaluations as a therapy against HD.

## Methods

### Cells and SPIs treatment

STHdh Q111 and STHdh Q7 striatal cell lines (Cat# CH00095 and CH00097, respectively; Coriell Institute for Medical Research) were grown in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal calf serum, 1% penicillin-streptomycin and 0.4 mg/ml G418 at 33 °C. The cells were re-plated no more than 5–6 times, as recommended. Cells were incubated with SPIs either for 48 h to determine the effect on steady-state mRNA levels or for 2 h in the presence of 4-thiouridine to analyze newly synthesized RNA. The HD patient-derived cells were also obtained from Coriell Institute (HD 19/44Q: GM03643; HD 15/55Q: GM13507; HD 16/66Q: GM13515, HD 18/180Q: GM09197; healthy control: ND03231) and they were cultured under standard conditions (37 °C and 5% CO_2_) either with RPMI 1640 media supplemented with 1% Penicillin-Streptomycin and 15% fetal bovine serum (Lymphoblast cells), or using MEM-Eagle with Non-Essential Amino Acids (MEM-NEAA; #01-040-1A), supplemented with 1% Penicillin-Streptomycin, 1% Glutamax (#35050-038, Thermo Scientific) and 15% fetal bovine serum (fibroblast cells).

### Compounds and medicinal chemistry

SPI-24 (Z54716045) and SPI-77 (Z285974290) were purchased from Enamine. All other analogs were procured as listed in Appendix Table S4. Chemical synthesis, structure-activity relationship (SAR) by-catalog, quality control tests of the compounds and part of the stability tests of the compounds were performed by the Medicinal Chemistry unit of the Nancy and Stephen Grand Israel National Center for Personalized Medicine (G-INCPM, Weizmann Institute of Science).

SPI-4516 synthesis: all reagents and solvents used for the synthesis were purchased from Sigma-Aldrich, Merck and Acros. Chemical building blocks were purchased from Enamine and MolPort chemical suppliers. Flash chromatography was performed using atomized CombiFlash^®^ Systems (Teledyne Isco, USA) with RediSep Rf Normal-phase Flash Columns. Reaction progress was monitored by Waters UPLC-MS system: Acquity UPLC^®^ H class with PDA detector, and using Acquity UPLC^®^ BEH C18 1.7 µm 2.1 × 50 mm Column (PN:186002350, SN 02703533825836). MS-system: Waters, SQ detector 2. 1H and 13 C NMR spectra were recorded on a Bruker Avance - 500 MHz spectrometer, equipped with QNP probe. Chemical shifts are reported in ppm on the δ scale down field from TMS. All J values are given in Hertz. In a micro wave vial were added (Appendix Fig. S1): **(1)** 4-bromo-N-(2-ethylphenyl)benzenesulfonamide (58 mg, 0.17 mmol; MolPort-002-826-063), **(2)** pyridazin-3(2H)-one (25 mg, 0.26 mmol), K_2_CO_3_ (36.6 mg, 0.27 mmol), quinolin-8-ol (2.4 m, 17 µmol) CuCl (1.7 mg, 17 µmol) and dissolved in DMF (2 ml). Then the vial was capped with a crimp cap flushed 3 X with argon and heated in the micro wave reactor (Biotage Initiator) at 140 ^o^C for 14 h. The reaction mixture was then poured into water (10 ml) and extracted 3 X EtOAc. The combined organic layers where washed with water and brine then dried on Na_2_SO_4_. The reaction mixture was then concentrated under vacuum and chromatographed, DCM to EtOAc 16 min gradient. N-(2-ethylphenyl)-4-(6-oxopyridazin-1(6H)-yl)benzenesulfonamide **(3)** eluted in 50% EtOAc which was concentrated to give a white solid. MS (ES): *m/z* calc ([M + H] = 356.1); found (356.3). 1 H-NMR (500 MHz, (CD3)2SO): 9.71 (s, 1H), 8.11 (dd, J = 5, 2 Hz, 1H), 7.82 – 7.78 (m,4H), 7.52 (dd, J = 9, 4 Hz, 1H), 7.24 – 7.19 (m, 1H), 7.18 – 7.15 (m, 1H), 7.12 − 7.07 (m, 2H), 6.91 (dd, J = 9, 2 Hz, 1H), 2.52 − 2.49 (m,2H), 0.98 (t, J = 8 Hz, 3H).

The long-term stability tests of SPI-24 and SPI-77 in drinking water containing 25% fructose were carried out by Bienta (Enamine Biology Services). 62.5 µl of SPI-24 (20 mM in 100% DMSO) and SPI-77 (2 mM in 100% DMSO) were mixed with 4.4 ml of drinking water containing 25% previously dissolved fructose. After preparation, all formulations were kept at room temperature for one week. Five-time points over one week were analyzed by HPLC-MS: 0, 1, 3, 5, and 7 days (in duplicates; Table EV2A). Reactions were stopped by adding cold methanol with internal standards Fluazifop-p-butyl (for SPI-24; dilution 1:600) and Fludioxonil (for SPI-77; dilution 1:30). Samples prior to HPLC/MS analysis were stored at −25 °C in the polypropylene tubes.

Screening of preclinical formulations to obtain the maximal consistent concentration of SPI-24 and SPI-77 was carried out by Bienta. The compounds were assessed for solubilization concentrations of ≥10 mg/ml over dilution steps using ten formulation vehicles/solvents known to be compatible with ALZET pumps. The extent of the compound solubilization was evaluated visually. The outcome of this analysis is presented in Table EV2B.

### Animals

The HD mice model used in this study is the BACHD (FVB/N-Tg(HTT*97Q)IXwy/J; Stock No: 008197 from Jackson labs). BACHD mice express a neuropathogenic, full-length human mutant Huntingtin gene containing 97 mixed CAA-CAG repeats encoding a continuous polyglutamine (polyQ) stretch (Gray et al, 2008). The colony was maintained by crossing WT FVB/N females (Strain #001800, Jackson labs) with mutant heterozygous BACHD males in our breeding facility to obtain male and female offspring, either WT or heterozygous for the BACHD transgene. The offspring’s genotype was determined by PCR of their genomic DNA as recommended by the Jackson laboratory. After weaning, littermates were housed (wild-type and HD mice together, maximum 5 in each cage) under a 12/12 h light/dark cycle and were fed ad libitum. Mutant mice were randomly divided between treatment groups and each group contained similar numbers of females and males of similar age and weight (see Appendix Table S1 for mice list, ages and treatments). WT mice from the same littermates were left untreated. All procedures employed on experimental animals, including their transportation, routine care, and use in experiments, were conducted in accordance with the Israel animal welfare law and guidelines and approved by the Weizmann Institute council for Experiments on Animals (IACUC protocols numbers: 19191219-15, 01660220-3, 06450820-2, 00900122-2). During all the experiments described below, mice were monitored for their behavior, activity, CNS signs, stress or pain signs, and weight.

### Pumps implantation for direct brain or subcutaneous injections

For the direct brain injection, the right hemisphere of BACHD mice was implanted with a 28-gauge infusion cannula (brain infusion kit 2; Alzet), connected by a small vinyl catheter tube (3 cm long) to a subcutaneous osmotic minipump (model 1004; Alzet) that constantly infused the SPIs for 28 days in a constant low rate (0.11 µl/h) (Fig. 2A). To ensure their proper operation, the pumps were pre-filled with 100 µl SPIs (SPI-24: 5 µg/day; SPI-77: 0.6 µg/day) or DMSO vehicle (25% in saline solution) 48 h prior to implantation and incubated in a sterile saline solution at 37 °C, according to the manufacturer’s instructions. Figure EV2A, depicts the stereotaxic position of the implanted cannula’s tip in the right striatum; coordinates (with respect to the Bregma): AP (Antero-Posterior): +0.62 mm; ML (Medium-Lateral): +1.75 mm; DV (Dorso-ventral): −4 mm; based on the stereotaxic mouse brain atlas of Paxinos and Franklin (George Paxinos and Keith Franklin, 2019) and Perucho et al (Perucho et al, 2013). The cannula was mounted to the skull using carboxylate cement (3 M™ Durelon™).

For the long-term subcutaneous pump treatment (8 weeks) we used the 2004 model Alzet osmotic minipump that constantly infused the SPIs for 28 days (pumping rate of 0.25 µl/h). The pumps were pre-filled with 200 µl DMSO-PEG400 (50%:50%) or SPI-24 at a high concentration (187 µg/day) 48 h prior to implantation and incubated in sterile saline solution at 37 °C. After 28 days, the pump was replaced with a new one.

Pain management: In all surgeries, mice were anesthetized with isoflurane (4% induction, ~2% maintenance), and Buprenorphine (0.1 mg/kg) was injected SC to prevent pain development. In addition, Lidocaine (5 mg/kg) was injected into the site of the scalp incision. Post-surgery and during the first 3 days after, the mice were injected SC with Carprofen (5 mg/kg). At the endpoint of the experiments, the mice were sacrificed using CO_2_ and their brain was quickly removed and placed in ice-cold saline.

### Oral administration

Short-term treatment: DMSO (25%) or SPIs (490 µg/day SPI-24 or 55 µg/day SPI-77) were diluted in drinking water (total volume: 250 µl) and directly administrated into the mice’s stomach using an oral gavage needle (22 G, 3.8 cm long) for 4 consecutive days. Afterward, the mice were sacrificed, and their brains were removed for further analysis.

Long-term treatment: DMSO or SPIs (SPI-24: 35 mg daily; SPI-77: 4 mg daily) were provided to the mice in their drinking water (containing 8% fructose which was found to be the minimum concentration that made the SPIs-containing water tolerable for drinking) for 2 months in light-protected bottles. The volume of the regular daily-consumed water was previously determined to be ~6.5 ml, and the daily SPIs concentrations were calculated based on this observation. Water-containing DMSO/SPIs were refreshed every 3 days. We measured the residual volume of the DMSO/SPIs drinking water and found no difference in the leftover volumes between DMSO and the SPIs.

### Behavioral and diagnostic tests

All behavioral tests were performed during the dark phase following at least 1 h of habituation to the test room. All tests and analyses were carried out blinded to the mice genotype and treatment groups. No significant differences were observed between sexes.

#### Acoustic startle response (ASR) test

Mice’s sensorimotor functions and anxiety, measured as a force response to repeated stimuli, were assessed in a Startle Response System (TSE Systems). The test protocol was adapted from Lebow et al (Lebow et al, 2012). Briefly, the experiment comprised three blocks (B1–3). In the first and third blocks, a stimulus of 120 db was presented 6 times (B1, B3 stimulus). At B2, a set of 12 presentations of 120 db, or 74 db, 78 db, and 82 db stimuli linked to a 120 db stimulus was generated randomly (this served as pre-pulse inhibition). As a control, the system measured the response of the mice to ‘non-stimulus’ of 65 db.

#### Beam walk test

The beam walk test is utilized to assess motor coordination and balance and was adapted from Appel et al (Appel et al, 2016). Following a short training session, mice were forced to walk, 5 times without any stops or turns, on a narrow beam (50 cm long, 5 or 10 mm wide), leading them to their empty home cage. These test sessions were video recorded using an overhead camera and later were manually scored and analyzed for the following parameters: the time of crossing the beam (sec), the number of paw steps, and the falls ratio (the percentage of the number of falls relative to the number of steps).

#### Home-cage locomotion (HCL) test

BACHD and WT littermates were housed individually in cages with an infrared sensor (InfraMot; TSE Systems) to monitor their activity over 72 h with a 12/12 h dark/light cycle. The first 24 h were discarded from the final analyses to exclude bias due to acclimation to the new environment. The mean hourly activity during the dark/active and light/inactive phases of the mice was calculated.

#### Climbing test

Mice were placed in an open metal wire cylinder (diameter: 10.5 cm, height: 15.5 cm, adapted from Hickey et al (Hickey et al, 2005)) for 5 min, and their climbing behavior was video-recorded for later analysis. Climbing was defined as a state when all four paws of the mouse were off the floor of the testing bench and on the wall of the climbing cage. The total number of climbing was then counted.

#### Metabolic cages

Metabolic measurements, including food and water intake, were measured for three consecutive days using the PhenoMaster system (TSE-Systems, Berlin, Germany). It consists of a combination of sensitive and precise weighing sensors that automatically measure the amount of food and liquid consumed over time. The metabolic cages are located within a climate cabinet with a controlled temperature of 22 °C, 40% humidity, and the same light/dark cycle as in the housing room.

#### Voluntary wheel running

Mice were individually placed in metabolic cages equipped with a vertical running wheel (11.5 cm diameter, TSE Systems, Berlin, Germany), in order to assess their voluntary physical activity. Data from the first dark phase of the wheel-running activity were automatically collected and processed with PhenoMaster software (TSE Systems) to measure the total number of rotations (right and left).

#### Body composition

Mice were held in a restraint cylinder in order to inhibit movement. The cylinder was inserted to a MiniSpec LF50 body composition analyzer (Bruker) for approximately 1 minute for body composition measurements. The analyzer uses nuclear magnetic resonance to quantify lean and fat masses.

### Blood chemistry diagnosis

The levels of different biochemical markers in the mice’s plasma (100 µl) were determined using a chemistry analyzer, VetScan VS2 (Abaxis North America), using VetScan Comprehensive Diagnostic Profile reagent rotor (#500-038).

### RNA and protein analysis

Upon removal of the brain, it was rinsed in ice-cold saline and placed in a pre-chilled brain matrix (Mouse/40–75 g/Coronal/1 mm; catalog no. 68707 from RWD). The brain was sliced using a single-edge blade of carbon steel (BN71960, Bar Naor, Israel) to 2 mm slices and placed on dry ice. Then small punch-size pieces of tissue (~10 mg) from the striatum were removed for RNA and protein analysis (Fig. EV2B). Tissues for protein extraction were immediately frozen at −80 °C till use. Tissues for RNA extraction were immediately placed in Bio-Tri RNA (Bio-Lab Chemicals), vortexed well, and sonicated (10 cycles for 30 s on/off each cycle). The extracts were then cleared by centrifugation at 15,000 × *g* for 10 min, and total RNA was further extracted using Direct-zol™ RNA MiniPrep kit (Zymo Research). cDNA was synthesized from 200 ng of total RNA using the High-Capacity cDNA Reverse Transcription Kit (ABI, Thermo Fisher Scientific) and random hexamers. cDNA samples were analyzed by quantitative PCR (qPCR) in a QuantStudio™ 6 Flex Real-Time PCR System using Fast qPCRBIO SYBR Green Mix (PCR Biosystems). The primer sequences are shown in Appendix Table S5.

For protein extraction, tissues from the striatum were sonicated in RIPA buffer (150 mM Sodium chloride, 50 mM Tris-HCl pH 8.0, 1% Nonidet P-40, 0.5% Sodium deoxycholate, 0.1% SDS) supplemented with 6 M UREA and protease inhibitor cocktail (1:100; K1007, ApexBio), and cleared by centrifugation at 15,000 × *g* for 10 min. Total protein concentration was determined using Pierce BCA protein assay kit (Thermo Fisher Scientific). 25–40 µg of protein were resolved using 6% SDS-PAGE gel and blotted onto a nitrocellulose membrane. Samples were probed with anti-huntingtin EP867Y (1:1000, ab45169; Abcam), anti-PolyQ clone MW1 (1:1000; MABN2427, Merck) and anti-eIF4G1 for human samples (1:2000; 07-1800, Merck) or anti-eIF4G3 for mouse samples (1:5000; GTX118109, GeneTex) as normalized proteins. Western blots were quantitated using Image Studio™ Software.

### DNA extraction from the plasma

Blood was collected using the submandibular vein method with 21 G needle directly into MiniCollect® Lithium Heparin tubes (Cat # 450537; Greiner). Plasma was obtained by 10 min centrifugation at 2000 rpm. 25 µl were taken for DNA extraction using the Quick-DNA™ MiniPrep kit (Cat #D3024; Zymo Research). The level of the mitochondrial ND2 in the extracted DNA was analyzed by qPCR and was normalized to beta-actin. The primer sequences are shown in Appendix Table S5.

### Pharmacokinetics

To test the stability of SPIs in the mice plasma over time as well as their penetration ability through the blood-brain-barrier (BBB), each SPI was subcutaneously injected into WT mice at two different quantities [SPI-24: 38 and 190 µg (2-10 mg/Kg); SPI-77: 4.4 and 22 µg (0.2–1.1 mg/Kg)], 12 mice for each compound quantity. Blood samples were taken at 8 times point after injection (twice from each mouse) and centrifuged at 2000 rpm for 10 minutes to obtain plasma. After 12 h the mice were sacrificed, and their brain was removed for analysis. Three mice were left untreated (control), bled at zero time and sacrificed for brain removal (the total number of mice in this experiment was 51). This experiment was carried out by Science in Action, a preclinical research company (Https://www.sia10.com/). The samples were snap freeze at -80°C and transferred to the Targeted metabolomics unit at the Weizmann Institute of Science. Brain and plasma samples were dried in a freeze-dryer. Then, 800 µl acetone was added, the samples were homogenized using a handle pestle mixer and then shaken (Thermomixer, 10 °C, 10 min). Following centrifugation (21,000 X g, 10 min), the supernatants were collected, and the pellet extraction was repeated with 800 µl methanol. The acetone and methanol supernatants were combined, and SPI-8690 (SPI-24 analog; CAS 312271-66-2) was added as an internal standard. Samples were dried in SpeedVac and freeze dryer. Then, the dry residues were re-suspended in 100 µl of methanol with short vortex and sonication, centrifuged (21,000 × *g*, 5 min), and transferred to nano-filter vials (0.2-µm PTFE, Thomson) for LC-MS/MS analysis. Quantification of SPI-24 was carried out using an Acquity I-class UPLC system coupled to Xevo TQ-S triple quadrupole mass spectrometer (both Waters, US). The UPLC was performed using a BEH C18 column (2.1 × 100 mm, 1.7 µm; Waters). Mobile phase A was 5% aqueous acetonitrile, and mobile phase B - acetonitrile, both with 0.1% formic acid. The flow rate was kept at 300 ml/min with a linear gradient of B from 50 to 95% for 4.5 min. The column temperature was set at 35 °C, and the injection volume was 3 µl. An electrospray ionization interface was used as an ionization source. Analysis was performed in positive ionization mode. The compounds were detected using multiple-reaction monitoring, using argon as the collision gas: for SPI-24, 391 > 73 and 391 > 206.1 m/z, with collision energies 17 and 11 eV, respectively, and for SPI-8690, 325.1 > 105.1 and 325.1 > 158 m/z, with collision energies 237 and 13 eV respectively. TargetLynx (Waters) was used for data analysis. The same procedure was performed for brain samples following short- and long-term SPIs treatments.

### High-throughput sequencing of total mRNA (RNA-Seq)

The RNA-seq libraries were prepared with the TruSeq Stranded mRNA Library Prep (Cat #20020594; Illumina). They were multiplexed and sequenced at the iGE3 Genomic Platform of the University of Geneva on a HiSeq 4000 Illumina sequencer, and at the Genomic unit of the G-INCPM (Weizmann Institute of Science) on a NextSeq 500 High Output as single reads (read length 50 base pair). The RNA-seq analysis of the short SC treatment yielded 25 M reads per sample on average (*n* = 3–5), and the prolonged treatment yielded 40 M reads per sample on average (*n* = 5 for each group). The bioinformatics analysis was carried out as follows: Poly-A/T stretches and Illumina adapters were trimmed from the reads using cutadapt. Reads were mapped to the M. musculus reference genome GRCm38 using STAR, supplied with gene annotations downloaded from Ensembl. Reads shorter than 30 bp and reads that mapped to more than one region were discarded. Expression levels for each gene were quantified using htseq-count and differentially expressed genes (Fold Change ≥ 2) were identified using DESeq2. Raw P values were adjusted for multiple testing using the procedure of Benjamini and Hochberg. Pipeline was run using snakemake.

### Statistical analysis

The data are presented as median and mean ± SEM of biological replicates. For the statistical analysis, mean values were used. For two unpaired groups (i.e. DMSO vs treatment or WT vs mutant), a two-tailed Student’s *t*-test was used. For the comparison of two paired groups (pre vs post) one-tailed *t*-test was used. All datasets met the assumptions for parametric t-tests according to 4 tests: Anderson-Darling (A2*), D’Agostino-Pearson omnibus (K2), Shapiro-Wilk (W), and Kolmogorov-Smirnov (distance). In few cases, where the populations had different standard deviations, the *t*-test was corrected with Welch *t*-test. Significance symbols in all experiments are: *p < 0.05; **p < 0.01; ***p < 0.005; ****p < 0.001 (calculated by GraphPad Prism).

## Supplementary information

Table EV1

Table EV2

Appendix

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

EV Figure Source Data

Peer Review File

Expanded View Figures

## Data Availability

The RNA-seq datasets generated during this study have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al, 2002) and are accessible through GEO Series accession number GSE225790.

# Supplementary material for: Lowering mutant huntingtin by small molecules relieves Huntington’s disease symptoms and progression
**Source:** EMBO Mol Med. 2024 Feb 19;16(3):6. doi: 10.1038/s44321-023-00020-y
**Supplement:** Supplementary file 1 — Table EV1

Table EV1

Drug	Peak Fresh	Peak at 37°C	% Remaining (37°C/Fresh)
SPI-0324	3,492,130	2,465,629	71
SPI-1477	618,183	255,579	41
SPI-4516	670,505	14,332	2

Table EV1. SPIs stability analyzed by LC-MS/MS. The compounds were incubated in the tube for 28 days at 37°C in the same concentration and solvent (DMSO) as used in the in vivo experiments. The remaining amount was analyzed by LC-MS/MS and compared to the amount of fresh compounds.

# Supplementary material for: Lowering mutant huntingtin by small molecules relieves Huntington’s disease symptoms and progression
**Source:** EMBO Mol Med. 2024 Feb 19;16(3):6. doi: 10.1038/s44321-023-00020-y
**Supplement:** Supplementary file 2 — Table EV2

Table EV2

A

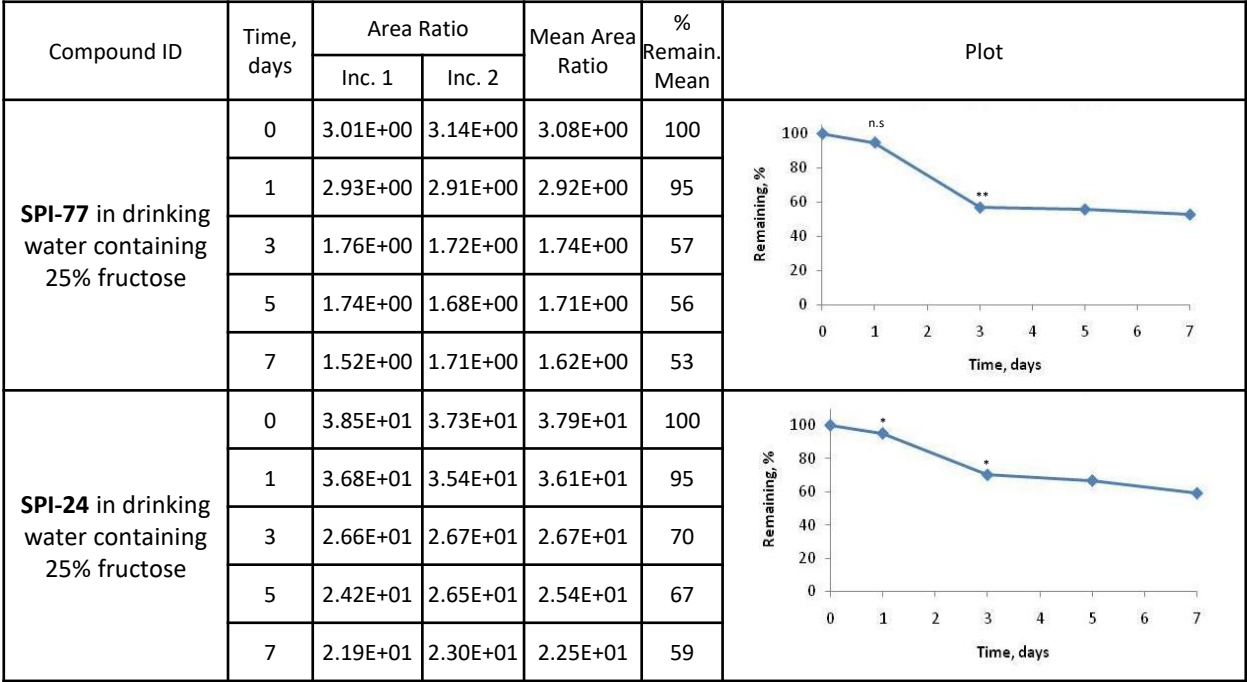

Table EV2A. SPIs stability in drinking water (containing 25% fructose) for 7 days. The stability was analyzed by LC/MS. Asterisks indicate statistically significance relative to its previous measurement (one-tailed paired t-test).

B

#	Vehicle	pH adjustment	SPI-24	SPI-77
			10 mg/ml	
			3 h	
1	Captisol - Water for injections (40%:60%)	-	ND	ND
		acidic	ND	-
		alkaline	-	D
2	2HPβCD-Saline -Water for injections (30%:35%:35%)	-	ND	ND
		acidic	ND	-
		alkaline	-	D
3	Kolliphor HS 15 -Water for injections (30%:70%)	-	ND	ND
		acidic	ND	-
		alkaline	-	D
4	Kolliphor HS 15 -Ethanol - PG - Water for injections (50%:15%:40%:20%)	-	ND	ND
		acidic	ND	-
		alkaline	-	ND
5	Glycerol (100%)	-	ND	ND
		acidic	ND	-
		alkaline	-	-
6	DMSO - Water for injections (50%:50%)	-	ND	ND
		acidic	ND	-
		alkaline	-	D
7	DMSO - PEG400 (50%:50%)	-	D	D
		acidic	-	-
		alkaline	-	-
8	PEG400 (100%)	-	ND	D
		acidic	ND	-
		alkaline	-	-
9	PG (100%)	-	ND	ND
		acidic	ND	-
		alkaline	-	-
#	PEG400 - PG (50%:50%)	-	ND	D
		acidic	ND	-
		alkaline	-	-

Table EV2B. Solubility of SPI-24 and SPI-77 in different vehicles. D – Dissolved (the substance is in the form of a solution); ND – Not Dissolved (large solid particles of the substance on the bottom of the test tube).

# Supplementary material for: Lowering mutant huntingtin by small molecules relieves Huntington’s disease symptoms and progression
**Source:** EMBO Mol Med. 2024 Feb 19;16(3):6. doi: 10.1038/s44321-023-00020-y
**Supplement:** Supplementary file 3 — Appendix

2. Appendix Figure S1: Synthesis of SPI-4516 analog.
3. Appendix Figure S2: Open field test of WT (n=11) vs BACHD.
4. Appendix Figure S3: The effect of SPIs on alternative splicing.
5. Appendix Table S1: Details of treated mice used in this study.
- 6-7. Appendix Table S2: List of differentially expressed genes following short-term SPI-24 and SPI-77 treatments.
8. Appendix Table S3: List of differentially expressed genes following long-term SPI-24 treatment.
9. Appendix Table S4: List of small molecule compounds used in this study.
10. Appendix Table S5: Primer sequences used for RT-qPCR and for the genotyping of BACHD mice.

Appendix Figure S1.

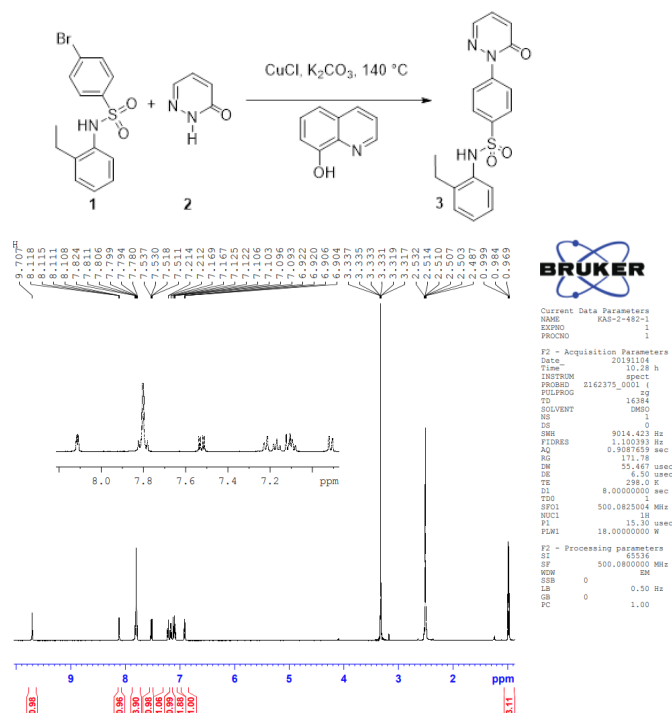

Top left panel: Scheme describing the chemical synthesis of SPI-4516.

Bottom left panel: H-NMR spectra of SPI-4516.

Right panel: Chromatogram of SPI-4516 (top: UV detector signal, Middle: ELSD signal, bottom: mass spectra of chromatographed peak).

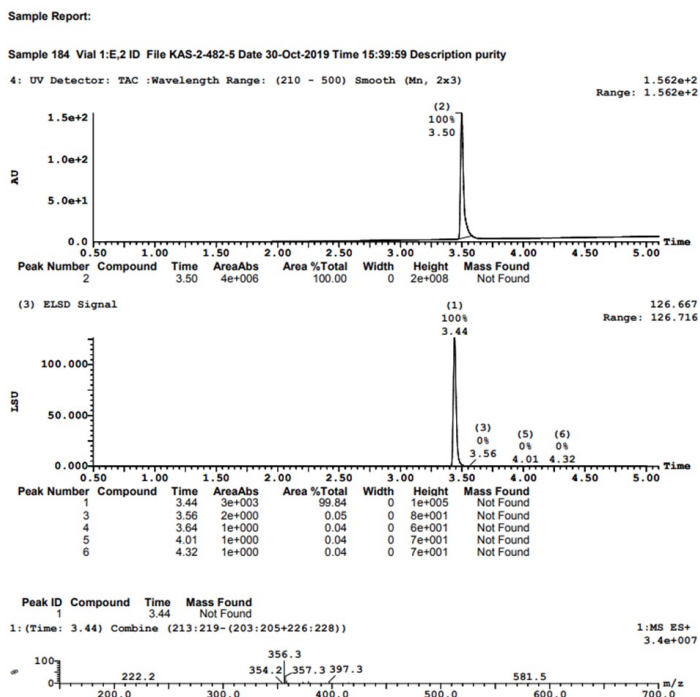

Appendix Figure S2.

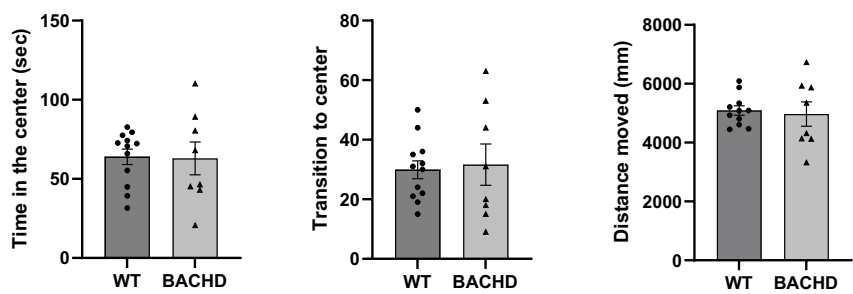

Open field test of WT (n=11) vs BACHD (n=8) mice. Left: Time spent in the center of the arena; Middle: Transitions to the center of the arena; Right: Total distance traveled in the arena.

Appendix Figure S3.

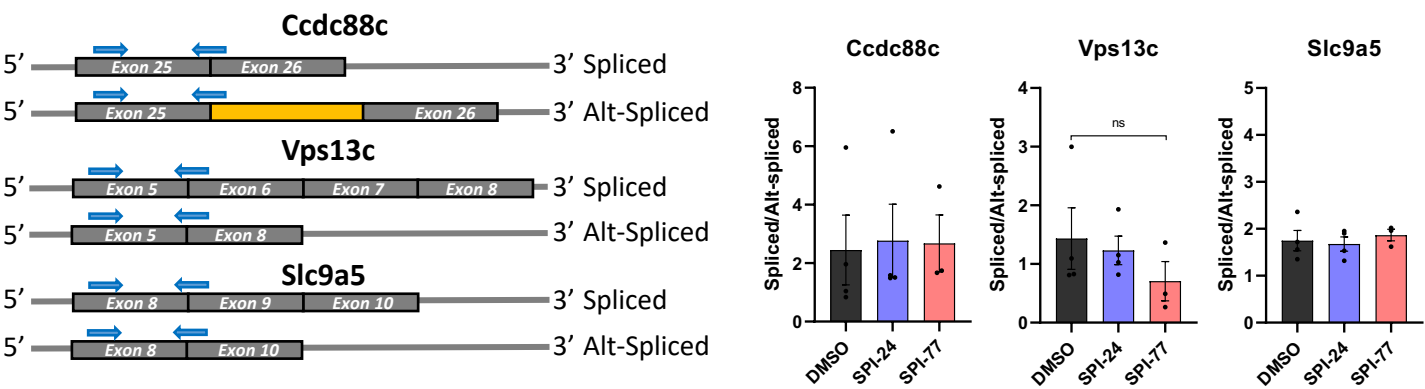

RNA samples from the brains of short-term SC-treated mice were analyzed by qRT-PCR using the primers indicated in the left scheme. In each gene, the reverse primer is derived from spliced junctions that discriminate between canonical and alternatively spliced isoforms. The analyzed genes were selected from Elorza A. et al. (2021) study. Bars represent the means $\pm$ SEMs of 3 independent experiments.

Appendix Table S1: Details of treated mice used in this study.

Direct delivery			
Treatment	mice #	Sex	age
BACHD<br>DMSO	11	F	9m+11d
	12	M	9m+18d
	16	M	9m+18d
	20	F	8m+29d
	38	M	8m+29d
	103	M	6m+30d
	110	M	6m+30d
	111	M	6m+30d
BACHD<br>SPI-24	13	M	9m+25d
	14	M	9m+18d
	58	M	7m+3d
	97	F	6m+30d
	99	M	6m+30d
	107	F	6m+30d
	112	M	6m+30d
BACHD<br>SPI-77	10	F	9m+11d
	15	M	9m+18d
	39	M	8m+29d
	56	M	7m+3d
	101	M	6m+30d
	102	M	6m+30d
	104	F	6m+30d
	106	F	6m+30d
WT<br>untreated<br>(age at the<br>time of<br>behavioral<br>tests)	52	F	8m+26d
	61	F	9m+19d
	62	F	9m+19d
	63	F	9m+19d
	64	M	9m+19d
	65	M	9m+19d
	66	M	9m+19d
	67	M	9m+19d

SC short-term			
Treatment	mice #	Sex	age
BACHD<br>DMSO	115	F	3m+0d
	116	F	3m+0d
	119	M	3m+0d
	127	M	3m+0d
	129	F	3m+0d
	130	F	3m+0d
	141	F	3m+2d
	142	F	3m+2d
	143	F	3m+2d
	122	F	3m+0d
	124	F	3m+0d
	125	F	3m+0d
	131	F	3m+0d
BACHD<br>SPI-24	133	F	3m+0d
	135	M	3m+0d
	136	M	3m+0d
	144	F	3m+2d
	151	F	3m+2d
	153	M	3m+2d
	154	M	3m+2d
BACHD<br>SPI-77	155	M	3m+2d
	156	M	3m+2d
	162	F	3m+2d
	165	F	3m+2d
	166	M	3m+2d
	169	M	3m+2d
	217	F	4m +11d
	218	F	4m +11d
BACHD<br>SPI-24	219	F	4m +11d
	220	M	4m +11d
	224	M	4m +11d
	225	M	4m +11d
	198	F	4m +11d
BACHD<br>SPI-77	200	F	4m +11d
	209	M	4m +11d
	236	M	3m+29d
	254	M	3m+29d
	low concentration		

Oral long-term			
Treatment	mice #	Sex	age
BACHD<br>DMSO	283	M	3m+5d
	284	M	3m+5d
	301	M	2m+29d
	311	F	2m+29d
	318	M	2m+29d
	319	M	2m+29d
	325	F	3 m+28d
	326	F	3 m+28d
	327	F	3 m+28d
	335	M	3 m+28d
	340	M	3 m+28d
	341	F	3m+16d
	342	F	3m+16d
	344	F	3m+16d
BACHD<br>SPI-24	289	F	2m+29d
	307	F	2m+29d
	310	F	2m+29d
	313	M	2m+29d
	314	M	2m+29d
	315	M	2m+29d
	316	M	2m+29d
	321	F	3m+28d
	322	F	3m+28d
	323	F	3m+28d
	324	F	3m+28d
	332	M	3m+28d
	336	M	3m+28d
	337	M	3m+28d
BACHD<br>SPI-77	347	M	3m+16d
	285	M	3m+5d
	286	M	3m+5d
	287	M	3m+5d
	291	F	2m+29d
	298	M	2m+29d
	305	F	2m+29d
	308	F	2m+29d
	295	M	4m+27d
	296	M	4m+27d
WT<br>untreated<br>(age at the<br>time of<br>behavioral<br>tests)	297	M	4m+27d
	299	M	4m+27d
	300	M	4m+27d
	302	M	4m+27d
	303	M	4m+27d

SC long-term			
Treatment	mice #	Sex	age
BACHD<br>DMSO	350	F	3m+14d
	351	M	3m+14d
	355	F	3m+16d
	357	F	3m+16d
	376	F	3m+1d
	383	M	3m+1d
	384	M	3m+1d
	395	F	2m+29d
	397	M	2m+29d
	398	M	2m+29d
	402	F	2m+29d
BACHD<br>SPI-24	360	F	3m+16d
	367	M	3m+16d
	371	F	3m+22d
	373	F	3m+1d
	374	F	3m+1d
	379	M	3m+1d
	382	M	3m+1d
	403	F	2m+29d
	405	M	2m+29d
	406	M	2m+29d
BACHD<br>SPI-77	407	M	2m+29d
	358	M	3m+16d
	361	F	3m+16d
	363	F	3m+16d
	366	M	3m+16d
	385	M	3m+1d
	387	F	3m+16d
	391	M	3m+16d
	392	F	2m+29d
	394	F	2m+29d
WT<br>Untreated<br>(age at the<br>time of<br>behavioral<br>tests)	399	M	2m+29d
	401	M	2m+29d
	388	F	4m+12d
	396	F	4m+25d
	400	M	4m+25d
	404	M	4m+25d
	409	F	4m+25d

Oral short-term			
Treatment	mice #	Sex	age
BACHD<br>DMSO	198	F	4m+14d
	200	F	4m+14d
	220	M	4m+14d
	224	M	4m+14d
	225	M	4m+14d
BACHD<br>SPI-24	176	F	4m+13d
	179	F	4m+13d
	188	M	4m+13d
	209	M	4m+14d
BACHD<br>SPI-77	191	M	4m+13d
	193	M	4m+13d
	218	F	4m+14d
	219	F	4m+14d

Appendix Table S2. List of differentially expressed genes following short-term SPI-24 and SPI-77 treatments.

SPI-24 down:		SPI-77 down:									
Krt77	Gnai3	Gabpa	Col6a2	Rbm26	Pdpk1	Iqca	Adgrl2	Pik3c2a	Dixdc1	6430628N08Rik	
	Cav2	Pdcl	Glyctk	Gdnf	St6gal2	Rnf2	Uox	Pde3b	Rnf111	Smc4	
	Th	Lnpk	Papolg	Pdzd2	Grm8	Vangl2	Trp53inp1	Mki67	Mns1	Cyb561a3	
	Krit1	Tnpol	Pus10	Golph3	Pdzph1	Tada1	Gem	Atp6ap2	Tcf12	Diaph2	
	Kat2b	Mki2	Cpeb4	Nadk2	Nudt12	Esrrg	Ubxn2b	Usp9x	Glce	Edil3	
	Ddx3x	Zfp715	Rasgef1c	Dnah5	Rock1	Nek2	Faxc	Fgf3	Drd2	Pcnx4	
	Kcnn3	Pten	Rnf11	Fam134b	Mib1	Enkur	Pnir	Cul4b	Cyp19a1	Washc4	
	Usp32	Dli1	Atp6v1c2	Pabpc1	Zfp871	Bmi1	Odf2l	Smarca1	Xrn1	Exph5	
	Fmr1	Dnajb9	Snx13	Rrm2b	Zfp521	Milt10	Rragd	Stk26	Nmnat3	Zcchc11	
	Col6a1	Ppp1cb	Cmpk2	Lrp12	Ndfip1	Acdb5	Casp8ap2	Brs3	Dclk3	Ythdc2	
	Gabrg1	Unkl	Doc2b	Oxr1	Rbm27	Gad2	Tmeff1	Gpr165	Arpp21	Tmx4	
	Efnb2	Casd1	Spag9	Csmd3	Rab27b	Acvr1c	Fmn2	Atrx	Scn5a	B3galt1	
	Nkx2-1	Abca1	Foxg1	Rad21	Setbp1	Acvr1	Ugcg	Fgf16	Nktr	Sos2	
	Ell2	Lcorl	Coch	Zhx1	Slc14a2	Fubp3	Ptbp3	Cstf2	Atp2c1	Filip1	
	44811	Tenm1	Ttc8	Sla	Mapk4	Zeb2	Kdm4c	Col4a5	Srek1	Rnf44	
	Grik3	Sertad4	Akap5	Adamts20	Megf10	Lhx6	Fktn	Map3k15	Thsd7a	Htr2a	
	Gria3	Sulf1	Rps6ka5	Atp13a3	Slc12a2	Gca	Plpp3	Rps6ka3	Ppp1r9a	Foxn2	
	Ap4e1	Tmprss6	Ccdc88c	Zbtb11	Tle4	Slc4a10	Pde4b	Dmrtc1a	Zswim6	Secisbp2l	
	Rgs20	Etaa1	Papln	Kif21a	Zfand5	Notch1	Usp1	Abcb7	Rspo4	Dcbl2	
	Prkd1	Il13ra1	Aldh6a1	Cblb	Atf3	Arl6ip6	Hook1	Mtm1	Hspa13	Wdr78	
	Hbp1	Rarb	Gli3	Bbx	Lipo3	44627	1700012P22Rik	Gpm6b	Lmo7	Brinp3	
	Prkar2b	Suz12	Gcnt2	Qtrt2	Gldc	Ptpn12	Gabrq	Cntnap3	Arhgap5	Zc3h12c	
	Tbc1d8	Wsb1	Hivep1	Gbe1	Gpam	Itgav	Sema3a	Zfp185	Cdc14b	Abi3bp	
	Ranbp2	Rhbdl3	Nup153	Crybg3	Rbp4	Sp3	Klhl7	Hccs	Tmed7	Tpbg	
	Etv3	Rab5a	Dek	Tomm70a	Eif3a	Lin7c	Kmt2e	Arhgap6	Mzt1	Arx	
	Man1a	Ints2	Id4	Ncam2	Sorbs1	Hipk3	Dhx15	Sypa1	Trappc8	G2e3	
	Grm3	Med13l	Drd1	Fgd4	Efhc2	Sema6d	Pgm1	Ap1s2	Ctdspl2	Wdr38	
	Gpx6	Kansl1	Aaed1	Lrch3	Slc18a2	Meis2	Gabra4	Piga	Fan1	Lin54	
	Pkn2	Gira2	Zfp729a	Chodl	Rab40b	Spred1	Cenpc1	Asb11	Fndc3a	Kcnh4	
	Lbr	Pank3	Rasa1	Usp25	Fam120c	Mcm8	Dr1	Rbm41	Pdpr	Egr3	
	Dnah2	Plagl1	Mctp1	Robo1	Itgb8	Trpm7	Mtf2	Ptpn7	Egr3	St18	
	Celf1	Cd164	Xrcc4	Arl13b	Sp4	Pdyn	Dck	Gpm6a	Clcnka	Pcdh17	
	Adcy9	Utrn	Polk	Paxbp1	Tac2	Pkia	Ccng2	Sfrp1	Tubgcp5	Togaram1	
	Slc30a4	Rev3l	Pde4d	Mospd1	Pstpip2	Page1	Rnf6	Tenm3	Atp7a	Tmem161b	
	Apc	Arfgef3	Serinc5	Ivns1abp	Usp33	Pcmdt2	Tspan12	Asah1	Fam208b	Ids	
	Ncoa2	Reep3	Zfyve16	Cd4	Chm	Itch	Aass	Pcm1	Klf9	Dock4	
	Nr2c2	Echdc1	Erbin	Dlx2	Fgf14	Skil	Dlx5	Klhl2	Ccp110	Ripor2	
	Rcn1	Kitl	Trim23	C1qtnf12	Klhl4	Ccdc39	Avl9	Galtnt7	Zdhhc15	Fmnl2	
	Crkl	Myb	Rnf180	Tiam2	Bach1	Nbea	Gfpt1	Tmem184c	Gucy1a1	Pphln1	
	Clint1	Pde7b	Map3k1	Pde10a	Xiap	Mme	Tgfa	Nek1	Jcad	Sostdc1	
	Epor	Cfap54	Plpp1	Zfp51	Lyp1a1	Slc33a1	Tmf1	Mfap3l	Sall1	Cdkl4	
	C330007P06Rik	Cdk17	Thrb	Mut	Sntg1	Kcnab1	Itpr1	Sgk3	Gpbpb11	Pdzrn4	
	D130043K22Rik	Rfx4	Vcl	Slc5a7	Rnpc3	Gucy1b1	Etnk1	Gse1	Zfp551	Lrrk2	
	Kif5b	Timpp3	Slmap	Calcr	Slc39a10	Carf	Glr3	Nipa2	Fstl5	Naa30	
	Tgfbf1	Plek	Zmyym2	Ccdc167	Npas2	Ash1l	Tjp1	Mre11a	Golim4	CT025533.2	
	Gabrb2	Cobl	Slc25a30	Smchd1	Rev1	Bcar3	Ryr1	Gpr83	Lrrc58	AC154509.1	
	Hnnrnp1	Adora2a	Rb1	Crim1	2010300C02Rik	Zranb2	Zfp626	Bmper	Sesn3	AC119264.1	
	Hmgcll1	Osbpl8	Gpc5	Pja2	Epha4	Spock3	Sox21	Ccdc112	Gm27042	AC165278.1	
	Herpud2	Mdm1	Spry2	Qpct	Rit1	Parp4	Cep128	Klf12	Ptprv	AC134548.2	
	Lzts1	Rbm24	Agbl2	Kcnj4	Sacs	Zfp867	Mospd12	Fam84b	Sowahc	Ap5m1	
	P2ry12	Mfsd14b	Reps2	Nxpe4	Socs4	Zfp869	Myt1l	Tmprss11a	Gm28729	Slc2a13	
	Csgalnact1	Pnmt	Rfx3	Pcsk9	Sp8	Irs4	Qk	Rybp	Zfp383	Zdhhc23	
	Gpr101	Satb2	Tet2	Cnr1	Lemd3	Srsf12	Unc13c	Bhlhb9	Slc18a3	Zfp141	
	Arhgap26	Tfdp1	Gm11992	Sowaha	Vstm2a	Adam10	Hs6st2	Armcx5	Pcdhga9	Six3os1	
	Eea1	Zfp280d	Hctd2	Hs3st5	Prex2	Tmem158	Erbp4	Zfp788	Pcdhgc5	Al606473	
	Fam13b	Pptc7	Clvs1	Ackr2	Sec14l3	Rapgef4	Ap1ar	Ap1ar	Zfp131	Gm21984	
	Tmem255a	Zkscan16	Dmxl2	Ankrd45	Cntn1	Trank1	Mppe1	Fat3	Gm32444	Galnt6	
	Rnf13	Dsel	Inhba	4930503L19Rik	Acap2	Efp300	Mysm1	Arddc3	Pcdhgb2	A330023F24Rik	
	Cdc42ep3	Pbx3	Htrc	Zfp367	Lrp1b	Tead1	Stam2	Slc4a11	Pcdhgc3	D430036J16Rik	
	Etla	Ascc3	Mdfic	Ankrd34b	Aff4	Zfp458	Klhl24	Ranbp6	Zc3h11a	Gm12966	
	Papd5	Hace1	Fcho2	Pcdhb7	Htr1b	Dach1	Atp11c	Ano3	Pcdhgb1	Zfp804a	
	Klhl13	Soga3	Kcnj2	Arhgef37	Grm5	Slain1	Zfp26	Ankrd63	Pcdhga4	Gad1	
	Slitrk2	Tcf15	Mpped1	Dmd	Bdp1	Slain13	Cyp26b1	Atp6ap1l	Pcdhga6	Syndig1l	
	Fam135b	Tctc16	Slc24a4	Hnnrnp2	Zbtb14	Irs1	Plppr1	Jrkl	Gm38077	Slc25a16	
	Topors	Rreb1	Nol4	Gprn3	Armcx4	Rsry1	9330182L06Rik	Sema3e	Neu2	B230334C09Rik	
	Plch1	44626	AW549877	Pou3f3	Lgr4	Zfp709	Zfp709	Col4a3	Gm42979	Zfp946	
	Neto2	Nexn	Znrf3	Kcna5	Rictor	Gm9989	Zkscan8	Nap1l2	Gm33651	Cfap44	
	Zfp280c	Taf4	Elmod1	B230219D22Rik	Nsun3	Ipcef1	Ncoa4	Mir22hg	Gm43268	Zfp462	
	4921524J17Rik	Abhd2	Tlk1	Zfp3612	Slc35d3	Lrnf1	Cadm2	Gm12992	Gm42732	Dcc	
	Slc39a12	Otd4	Arid4b	Csgalnact2	Ccdc121	Med12l	Tank	1700003D09Rik	Gm44220	Plekhh1	
	Zfp39	Frem2	44624	Ar5b	Gsg1l	Pdik1l	Scn1a	D030055H07Rik	Gm43980	Intu	
	Frem2	Zfp146	Wdr17	Papd4	Zfp62	Grm7	Selenop	Ftx	Gm35040	Kcnd2	
	Sik2	Prdm16	Isl1	Zfp62	Lingo3	Pou3f4	4931406P16Rik	Xist	Frmpp2	Tmem263	
	Fgf2	Morc3	Nxt2	Pcdhb17	Sv2c	Scn3a	Zfp932	4933407K13Rik	Gm44593	Galnt13	
	Matr3	Tusc3	Zmyym6	Nexmif	Plcb1	Gm17494	Cldn9	9830144P21Rik	Gm19410	Obscn	
	Mex3c	Rsp44a	Tbcl1d8b	Scn4b	Slitrk4	Zfp317	Slc5a3	Gm39043	Zmat1	Atad2b	
	4932438A13Rik	Strip2	Mum1l1	Nup160	Vamp7	Lep7	Zfp763	Mfsd14a	Gm45884	Krccl	
	Jade3	Lmbrd2	Nek10	Ddit4l	Krt9	Fam204a	Krt77	Gm15446	Pde2a	Clec12a	
	Kdm6a	Dock3	Kcna4	Mbtps2	B3gnt2	Chsy3	Arfgef1	DiX6os1	Gm45702	Myh7	
	Asxl2	Cpeb2	Lrrtm3	Mars2	Acvr2a	Mbtd1	Ptprz1	Gm17168	C78859	Dennd4a	
	Slc2a12	Rab11fip2	Edtm3	Zfp654	Dnah3	Kcnh7	Zfp874a	Gm6356	Sfta3-ps	BC048403	
	Tob1	Negr1	Fam13c	Lanc13	Xxy1t1	Trpm3	Top1	Gm4202	AC108802.1	Mafa	
	Kcnh3	Gorab	Gpr149	Zbtb44	Robo2	Rp2	Mn1	2610021A01Rik	Gm36908	Ankfn1	
	Kctd8	Prrc2c	Rab9b	Xylyt1	Magi3	BC002059	Fv1	A830073O21Rik	Gm47155	Prrg1	
	Rfx7	Gpr34	Sorcs1	8030462N17Rik	Cpne8	Kif27	Htr1d	Peg10	Gm36298	Rgmb	
	Esy13	Bach2	Setx	Magi3	Ano2	Kmt2c	Gm7887	Usp45	Emf6	Ccdc187	
	N4bp2	Zfp770	Adamts3	Dlgap2	Fmn1	Cep126	Arid4a	Manea	Rsb1n		
	Nufip2	Fam102b	Tox3	Cdkn2aip	Rpr1d1a	Gng7	Zbtb33	Ppip5k2	Bclaf3		
	Jmjd1c	Akap9	Kbtbd7	Kdm1b							
	Rcor1	Zbtb38	Mgat2	AW551984							

Appendix Table S2. Continue

SPI-24_Up	SPI-77_up			
Wnt3	Pemt	Hcrtr1	Atp5k	Gm19938
Mrvi1	Car4	Espn	Mapk11	2900022M07Rik
Fam163a	C1ql4	Lhx5	Sox14	Gm38157
Cacna1g	Ramp2	Rasl11a	Rnd1	Gm37510
Gcm2	Vwf	Eln	Capg	Gm37333
Rasl11a	Dll3	Slc6a13	Rpl38	Gm43048
Slc6a13	Homer3	Tuba8	Rpl36	Gm6204
Atp2a1	Calb2	Calca	Gpr182	Gm43322
Gbx2	Rasa4	Nupr1	Cdh24	Gm43355
Cpne7	Slc1a6	Atp2a1	Samd5	Gm42970
Rreb1	Mrvi1	Chrna6	Irx1	B230303O12Rik
Edaradd	Crip1	Chrn3	Tdrd5	Gm42798
Gm43352	Fbln1	Mt2	Rps4l	Gm42853
	Cox4i2	Mt1	Klk8	Gm43343
	Zfp296	Agt	Tnnt1	Gm9794
	Aldh1a2	Tagln	Myl9	Gm44291
	Myl2	Loxl1	Ctxn3	3300002P13Rik
	Ndufa2	Pth1r	Gm10275	Gm5881
	Ptgds	Slco2a1	Ntn5	Gm44242
	Gata3	Resp18	Gm12689	Gm44234
	Copz2	Adamts15	Rpl37rt	Gm44587
	Myh11	Asprv1	Vamp5	Gm44799
	Tmem160	Rhov	Cops9	A230103L15Rik
	Rcn3	Gbx2	Myh7b	B230311B06Rik
	Fabp7	Cpne7	Cisd3	9330162G02Rik
	Ndufa12	Lcat	Rpl39	Gpx4-ps2
	Igf1	Acta2	Gm14776	Gm48114
	Tbata	Twist1	Snhg15	Gm47026
	Slc26a4	Lmo1	Zfp335os	Gm31946
	Gfap	Tm6sf2	Lhx1os	AC123061.2
	Nkd2	Slc26a8	Gm16062	AC133868.1
	Cpne6	Fxyd7	Gm15892	Gm26644
	Nptxr	Wnt4	Pet100	Gm5914
	Endou	Arid5a	Itga10	Gm27199
	Ndufa5	Eva1c	Mir99ahg	Gm29483
	Gabrr2	Nbl1	Gm5415	Gm29595
	Cidea	Fmod	Tnnc1	2310040G24Rik
	Slc22a6	Pkp2	Slc22a13b-ps	Gp5
	Ifitm1	Mfap4	Gm8738	Evc2
	Nrp1	Mustn1	6330562C20Rik	Gm9843
	Zap70	Wdr74	Rpl41	Tpm2
	Des	Bhlha9	Gm21972	Dmbx1
	Myoc	Ctla2a	Ccer2	Cda
	Chrna1	Gpr4	Sstr3	
	Slc27a3	Col15a1	Sox3	

Appendix Table S3. List of differentially expressed genes following long-term SPI-24 treatment.

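Most of the 42 genes of the long-term list were read in a single library. Of the 42, 34 had reads in 1 of the 10 libraries, 31 of them lower and 3 higher in the paper's list, with 78 to 381 reads there (median 132). A further 6 had reads in between 2 and 5 libraries, and Msx1 and Efcab1 had reads in all 10. In the SPI-24 libraries, 37 of the 39 lower genes had no reads. The 3 higher genes were each read in another SPI-24 library. Npvf, the precursor of RFamide-related neuropeptides, had 135 reads in SPI-24 replicate 1, the pseudogene Gm12034 had 85 in replicate 3 and the antisense transcript Gm11724 had 86 in replicate 5. Ins1, one of the mouse insulin genes, and Gcg, the glucagon precursor, had 226 and 271 reads, both in DMSO replicate 1. Gm37309 had 88 reads, in DMSO replicate 3. The genes read in 1 library came from DMSO replicate 4 for 12 genes, replicate 5 for 7, replicate 1 for 6, replicate 2 for 5 and replicate 3 for 1. Replicates 5 and 4 were the deepest libraries, at 46.9 and 39.8 M reads, against at most 29.6 M in SPI-24. Replicate 3, at 5.48 M, was the shallowest. Depth was not tested as a cause. Over the whole table, 2291 of 21230 genes (10.8%) had reads in 1 library.

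Other genes of the list were read in several DMSO libraries. Erich2 on chromosome 2 from 70508819 to 70540884 had 233, 62.4, 109 and 16.4 normalized counts in DMSO replicates 1, 2, 4 and 5 and none in replicate 3 or in SPI-24, at least 20-fold lower (11.5-fold without DMSO replicate 1). Ak7, an adenylate kinase of motile cilia on chromosome 12 from 105705976 to 105782447, had 149 and 148 in DMSO replicates 1 and 4, 11.8 and 5.81 in replicates 2 and 5, and none elsewhere, at least 15.3-fold lower (10.1-fold without DMSO replicate 1). Rny1, a small RNA that binds the Ro protein, had reads in 4 of 5 DMSO libraries and was at least 10.5-fold lower (8.00-fold without DMSO replicate 2). 1700024G13Rik, at least 10.8-fold lower (3.12-fold without DMSO replicate 4), had its reads in DMSO replicates 1 and 4. In those 2 libraries the choroid plexus and ependymal marker lists were also highest, the ependymal list at 2.31 and 2.44 log2 units above its mean and the choroid plexus list at 2.99 in replicate 4.

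As a group, 18 of the 39 lower genes had a mean normalized count of at least 10, and all 18 had a negative fold change (median -1.63). Adjusted over the list alone, 6 passed at 0.05, and fry gave an adjusted p of 0.0095 for the list. The list was chosen on these libraries, so neither is independent evidence of its direction. With camera the adjusted p was 2.1e-12 with a preset correlation and 0.0128 with an estimated correlation. The fry call was lost without DMSO replicate 1, without DMSO replicate 4 and without any of the 5 SPI-24 libraries. DESeq2 with its default outlier removal gave no p to 35 of the 42 genes, which held an outlying count, and called 5.

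**Figure D4:**
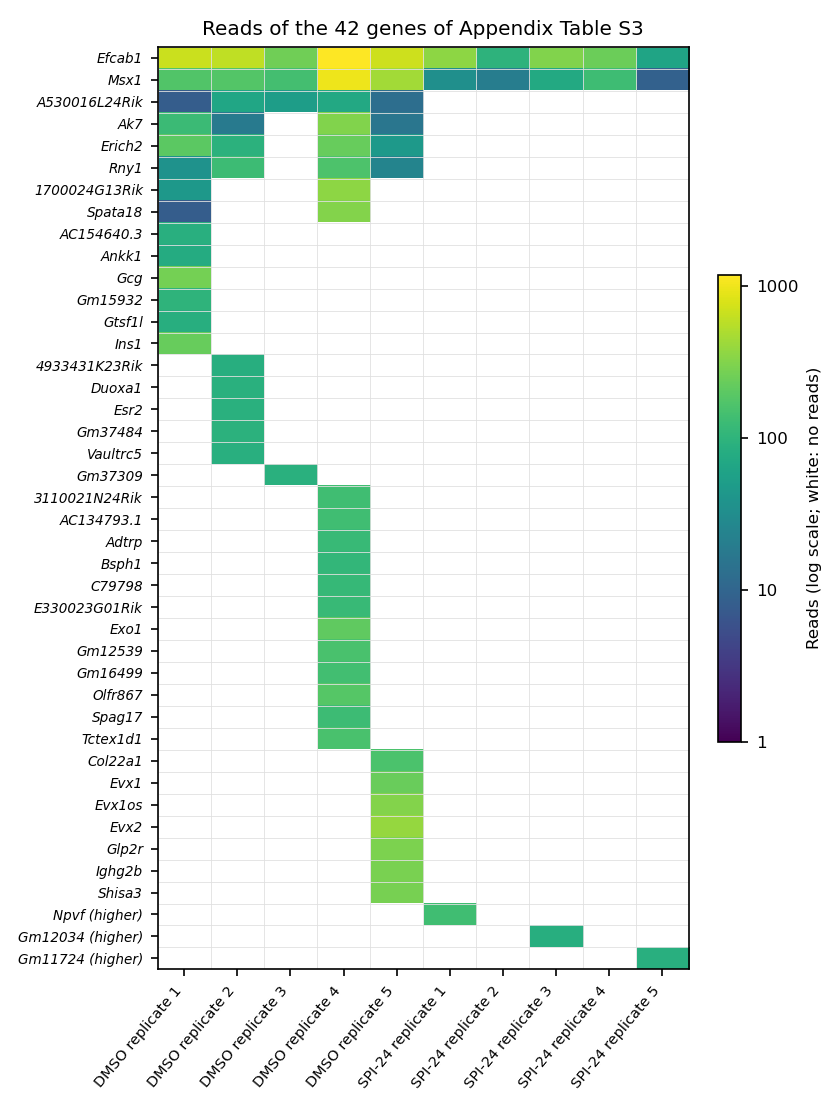
Reads (colour, log scale; white for no reads) of each of the 42 genes (rows) in each library (columns). Below the genes read in several libraries, each row has a single coloured cell, and the 3 genes higher in SPI-24 are at the bottom.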

<u>SPI-24_Up</u>	<u>SPI-24_Down</u>		
Npvf	Gcg	Erich2	Gm16499
Gm12034	Evx2	Olfr867	Ighg2b
Gm11724	Evx1	Msx1	C79798
	Esr2	Glp2r	AC134793.1
	Duoxa1	Shisa3	Gm15932
	Spag17	Adtrp	4933431K23Rik
	Tctex1d1	Vaultrc5	3110021N24Rik
	Spata18	Rny1	E330023G01Rik
	Ankk1	Efcab1	Gm37309
	Ins1	Gtsf1l	Gm37484
	Exo1	Evx1os	AC154640.3
	Ak7	Bsph1	A530016L24Rik
	Col22a1	Gm12539	1700024G13Rik

Appendix Table S4: List of small molecule compounds used in this study

Analog no.	Similar to	Supplier registry ID	Supplier	MW
SPI-5201	SPI-09	H-032912	Scientific Exchange, Inc.	202.6
SPI-8928		H-073938	Scientific Exchange, Inc.	168.2
SPI-5483		Z2783417514	Enamine	184.2
SPI-4745		EN300-366882	Enamine	182.2
SPI-7144		EN300-384517	Enamine	184.2
SPI-8292		AH-034/32832049	Specs	168.2
SPI-9271		JP00893SC	Maybridge Ltd	448.2
SPI-8690	SPI-85	ST007245	Tim Tec, Inc.	324.4
SPI-0324		Z54716045	Enamine	390.9
SPI-8708		Z18520499	Enamine	321.4
SPI-2976		AI-204/31680055	Specs	266.3
SPI-5726	SPI-31	PB286092112	UkrOrgSynthesis Ltd.	438.3
SPI-0035		Z285970152	Enamine	428.3
SPI-8916		Z99601162	Enamine	320.2
SPI-1477		Z285974290	Enamine	442.4
SPI-3440		Z300104940	Enamine	415.2

Appendix Table S5: Primer sequences used for RT-qPCR and for the genotyping of BACHD mice.

Oligo name	Forward	Reverse	Remarks
Human Htt exon1	AGGTTCTGCTTTTACCTGCGG	AGCTTTTCCAGGGTCGCCAT	qPCR; human
Specific human Htt	ACGGCCGCTCAGGTTCTG	AGGACTTGAGGGACTCGAAG	
Specific mouse Htt	GCCTTGGTCCGCTTCTG	TGCTGCTGAAACGACTTGAG	qPCR; mouse
Mouse Htt exon1	GGGCCCAAGATGGCTGAG	ACCCTGAAGACTTGAGCCT	
Mouse Htt exon2	GAAGGAACTCTCAGCCACCA	AGACTGTGCCACAATGTTTTAC	
Mouse Htt exon 67	CTCAGTCTAGTCGGGCAGGT	CCACAGGCAGGATTCTCACA	
Mouse BDNF	ATTAGCGAGTGGGTCACAGC	TCAGTTGGCCTTTGGATACC	
Mouse mtND2	AACCCACGATCAACTGAAGC	TTGAGGCTGTTGCTTGTGTG	
Mouse Ccdc88c	GGATTGGAGCCAAAGCCCTAG	CCTGGGCCTTTCCCCACAG	
Mouse Vps13c	GTATTAAGTATGACGCTG	GAGTGTGCACCTTTCTCTG	
Mouse Vps13c mis-spliced	GTATTAAGTATGACGCTG	CTTTGGGCTTATCTTTCTCTG	
Mouse Slc9a5	GTTTGACCATCAAGCCACTG	GGTCAAAAGTGTGCTCATG	
Mouse Slc9a5 mis-spliced	GTTTGACCATCAAGCCACTG	CTGTTCCACGTGCTCATG	
Mouse beta-actin	GGAGGGGGTTGAGGTGTT	GTGTGCACTTTTATTGGTCTCAA	
Mouse Bmp2k	AGAACTTGGCTCCCCACTT	ACAACTCTGGGTTCTCACG	
Mouse MlIt3	AATGTGACAAGATCGTGAACCTTA	TGATGCGTCCAGCTGTTGT	
Mouse Mn1	GGGAACCACAGCTTCGGA	GGATTACAGCAGTAGACGC	
Mouse Rbms1	GCCACCAACAAGTGCAAAGG	TGGACTCCATTCGCCTTCAG	
Mouse Dmpk	GAGGTGGGGCAGACTTCG	CTGCATGTCTGACAGCGTCT	
Mouse Maml3	AAGTGCAGACAGACAGGGTG	GAGGTCACAGTCTCCTTGCC	
Mouse Mab21l1	TAGTCTCGAGCGGGGGAAAA	GAGCCAACCTCGGTGGAGAA	
Mouse Tbp	ACTCAGTTACAGGTGGCAGC	TTTCAGTGCAGAGGGGGAAC	
Htt Transgene	GAGCCATGATTGTGCTATCG	CACGGTCTTTCTTGGTAGCTG	Genotyping of BACHD mice (Jackson)
Internal Positive Control	CAAATGTTGCTTGTCTGGTG	GTCAGTCGAGTGCACAGTTT

# Supplementary material for: Lowering mutant huntingtin by small molecules relieves Huntington’s disease symptoms and progression
**Source:** EMBO Mol Med. 2024 Feb 19;16(3):6. doi: 10.1038/s44321-023-00020-y
**Supplement:** Supplementary file 11 — Expanded View Figures

Expanded View Figures

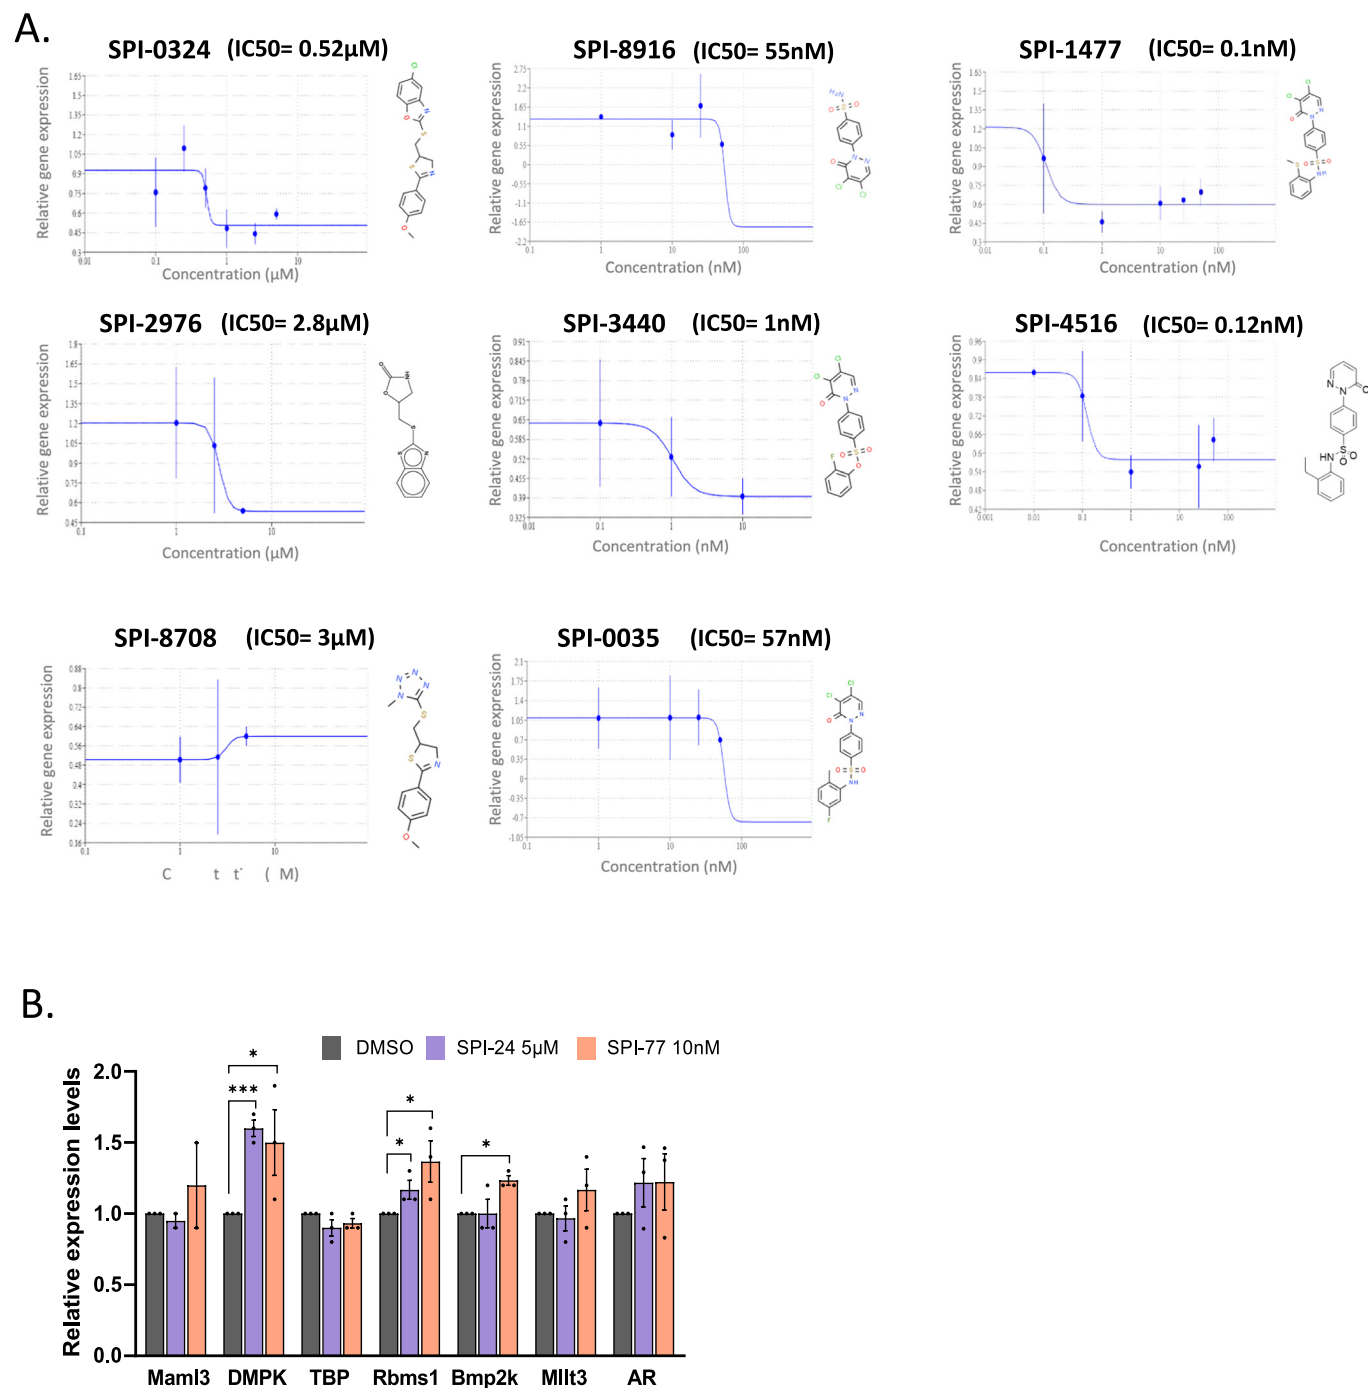

Figure EV1. Characteristics of the different analogs.

(A) The chemical structure and the IC₅₀ of the SPIs analogs that were found to be biologically active. (B) Q111 cells were metabolically labeled with 5-thiouridine for 2 h in the presence of DMSO, SPI-24 (5 μM) or SPI-77 (10 nM). Newly synthesized RNAs were purified, and mRNA levels of different genes were determined by qRT-PCR. Each bar represents the means ± SEMs of 3 independent experiments. Data information: The asterisks in panel (B) denote statistical significance differences relative to DMSO according to Student's unpaired *t*-test (one tailed). *p < 0.05; ***p < 0.005. Source data are available online for this figure.

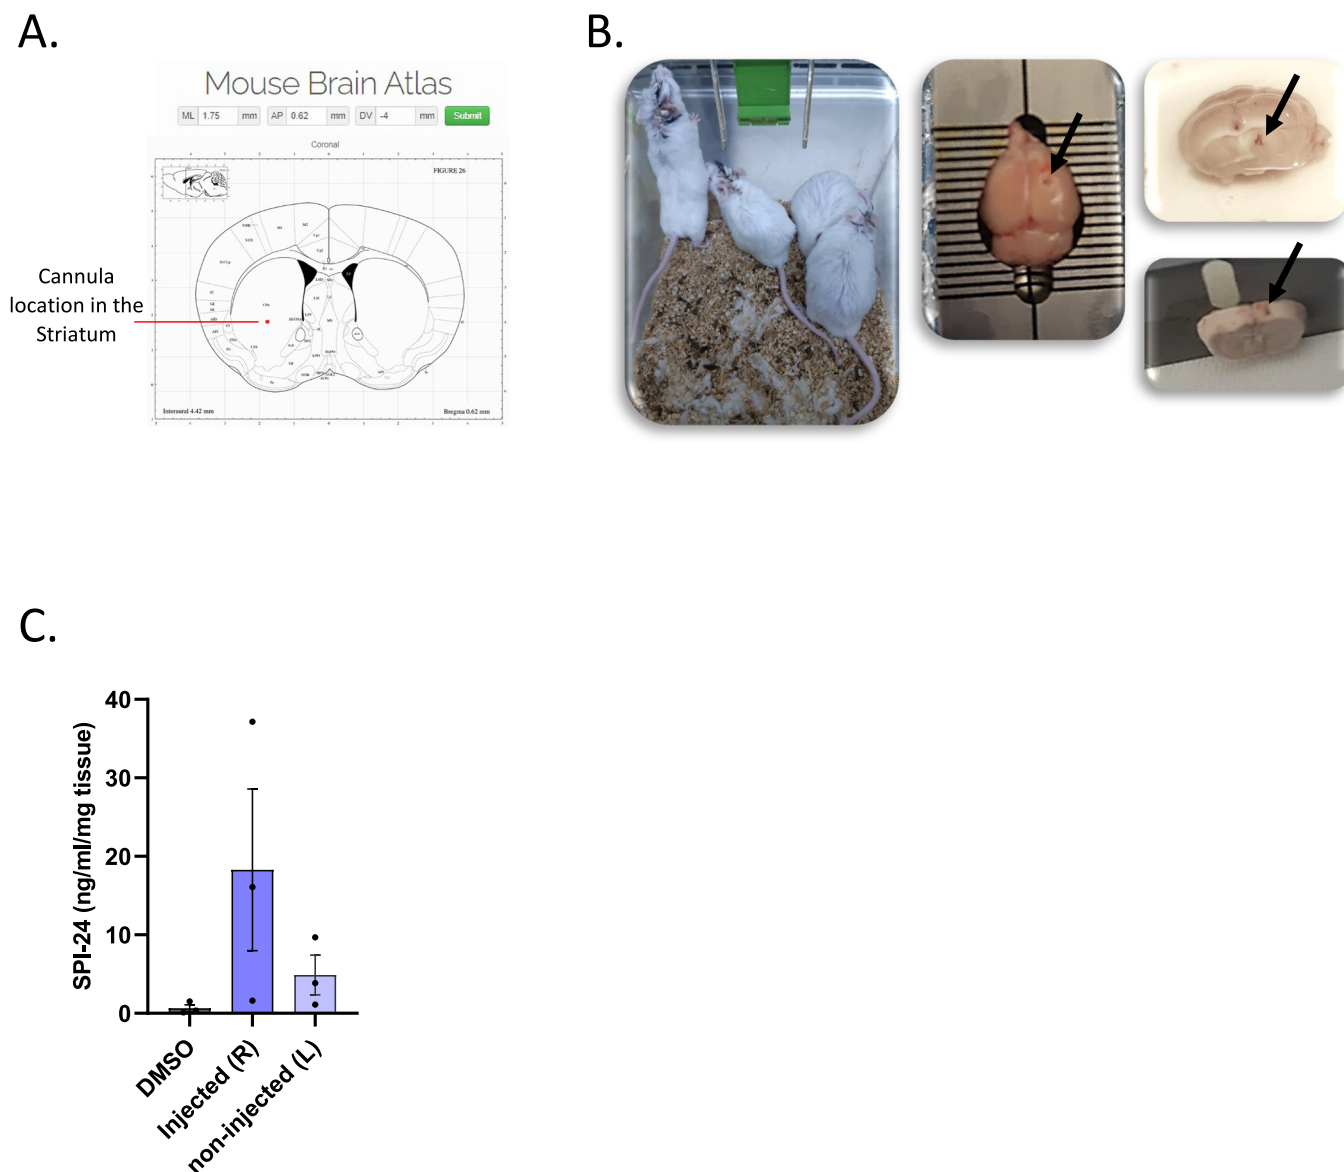

Figure EV2. Direct injection of SPIs into the striatum.

(A) Cannula implantation coordinates aiming the center of the right striatum (according to Perucho et al, 2013). (B) Left: post-operated mice. Middle: whole brain from treated mouse located in the brain matrix. Right: sliced brain from a treated mouse. The arrows indicate the injury place of the cannula. (C) The remaining concentration of SPI-24 in the mice's brain after 28 days of direct injection as was determined using LC-MS/MS and calculated as ng/ml and normalized to tissue weight. Data information: Each bar in panel (C) represents the means $\pm$ SEMs of 3 animals. Source data are available online for this figure.

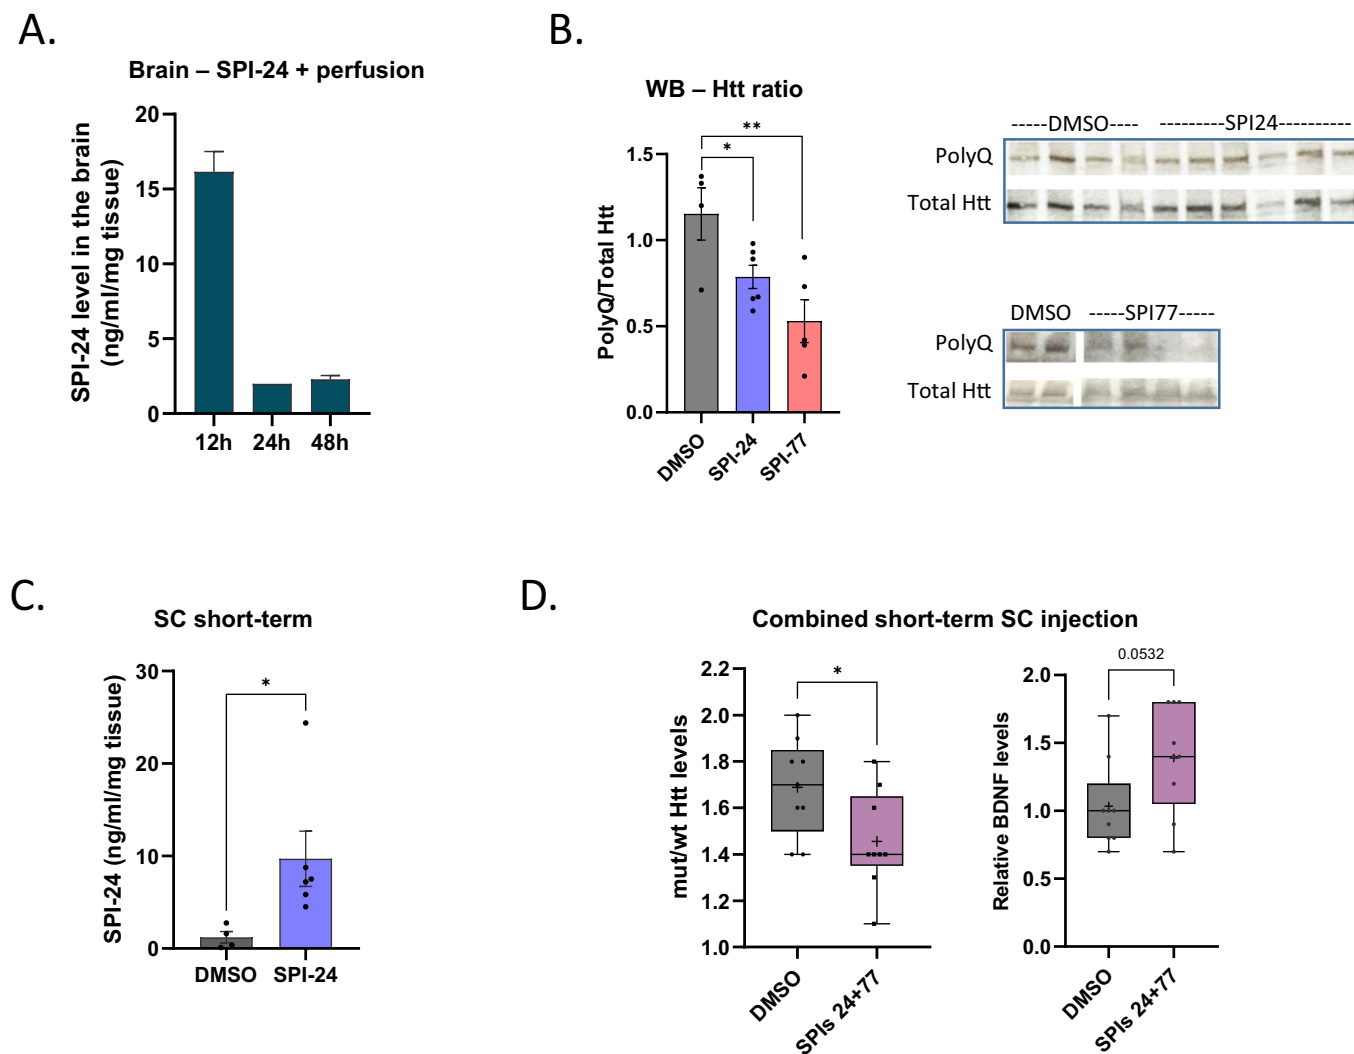

Figure EV3. Short-term subcutaneous injection of SPIs.

(A) The concentration of SPI-24 in the mice's brain after 12, 24 and 48 h from the injection, measured by LC-MS/MS. Cardiac perfusion was performed in anesthetized mice before brain removal. Each bar represents the means $\pm$ SD of 2 animals. (B) Western blot analysis of the striatum of treated mice upon short-term subcutaneous injection showing the ratio of mutant (polyQ) vs total HTT proteins. Each bar represents the means $\pm$ SEMs of 4–6 animals. Representative blots are shown on the right. (C) The remaining concentration of SPI-24 in the mice's brain after 4 days of subcutaneous injection as was determined using LC-MS/MS and calculated as ng/ml and normalized to tissue weight. Each bar represents the means $\pm$ SEMs of 4–6 animals. (D) Combined short-term subcutaneous injection of the SPIs. Left: The ratio of the levels of mutant and wt *Htt* mRNA in the striatum of treated mice upon combined subcutaneous injection of SPI-24 (5 mM), and SPI-77 (0.5 mM) for four subsequent days. Right: The relative levels of BDNF in the striatum of treated BACHD mice. Each line represents the median of 9 mice. Data information: The lines and the '+' within the box-whisker plots (min to max) in panel (D) represent the median and the average, accordingly. The asterisks in panel (B–D) denote statistical significance differences relative to DMSO according to Student's unpaired two-tailed t-test. * $p < 0.05$; ** $p < 0.01$. Source data are available online for this figure.

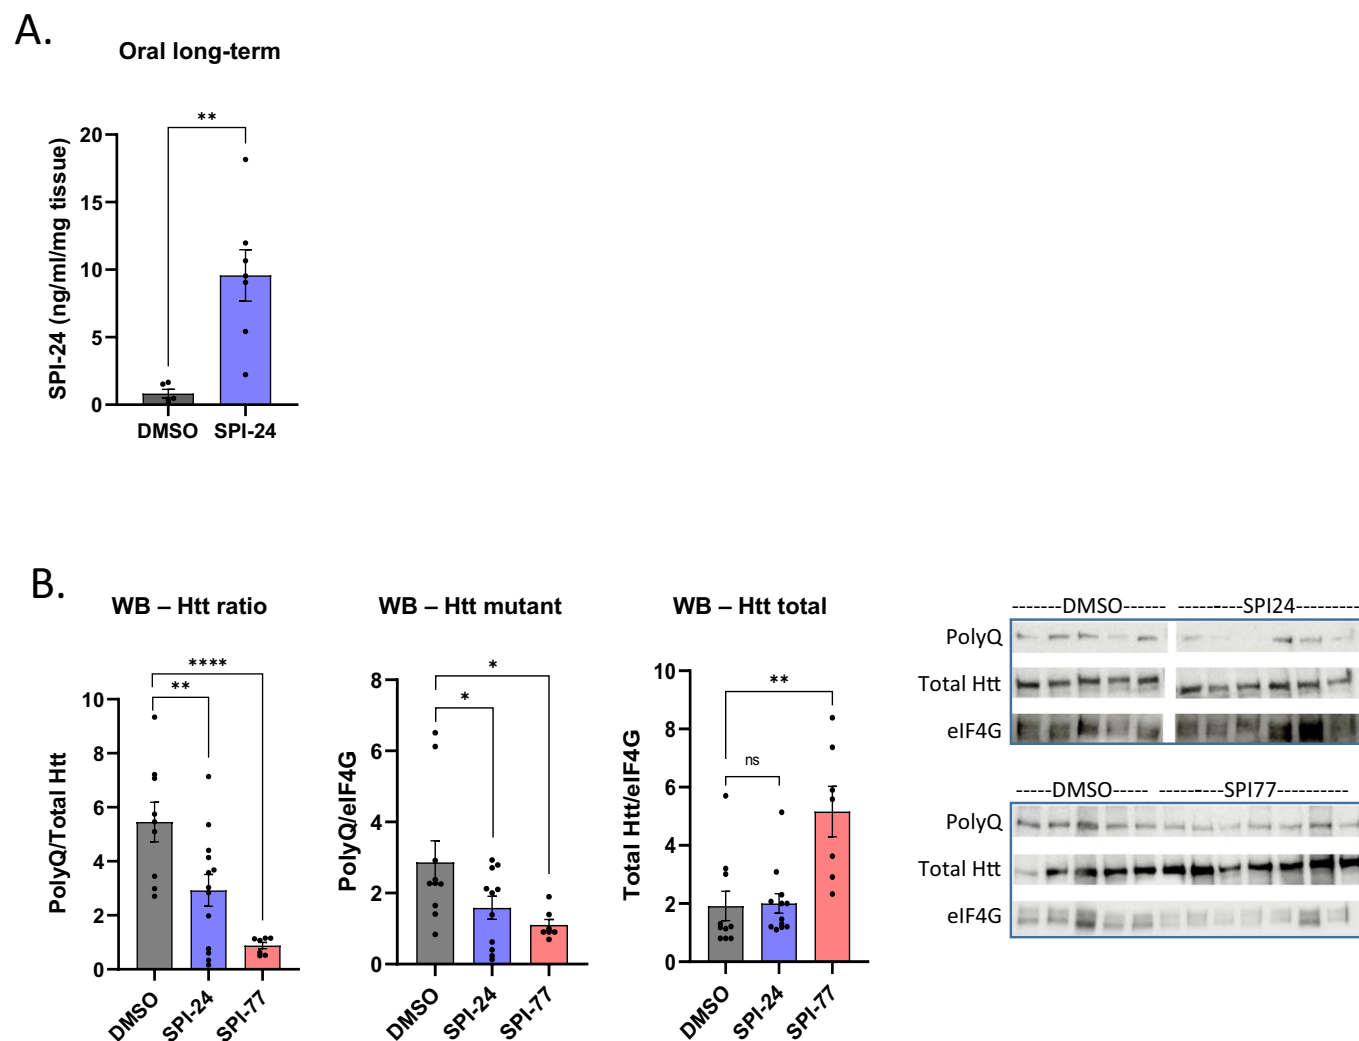

Figure EV4. Long-term oral delivery of SPIs.

(A) The remaining concentration of SPI-24 in the mice's brain following long-term oral administration as was determined using LC-MS/MS and calculated as ng/ml and normalized to tissue weight. Each bar represents the means $\pm$ SEMs of 5–7 animals. (B) Western blot analysis of the striatum of treated mice upon long-term oral administration showing the level of mutant (polyQ) and total HTT proteins relative to normalized protein (eIF4G3). Each bar represents the means $\pm$ SEMs of 7–13 animals. Representative blots are shown on the right. Data information: The asterisks in panels (A) and (B) denote statistical significance differences relative to DMSO according to Student's unpaired *t*-test (one tailed). *p < 0.05; **p < 0.01; ****p < 0.001; ns, not significant. Source data are available online for this figure.

A.

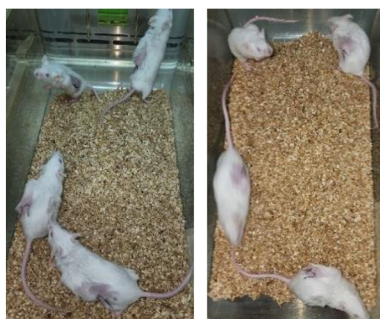

B.

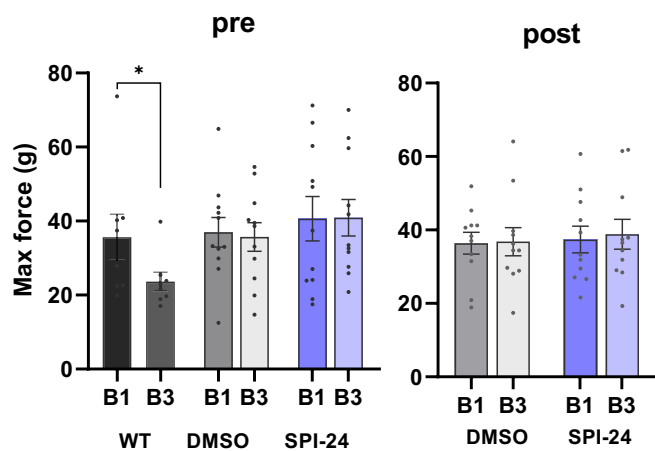

C.

SC long-term

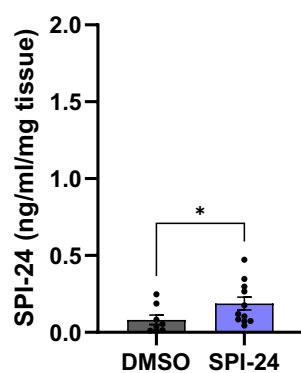

D.

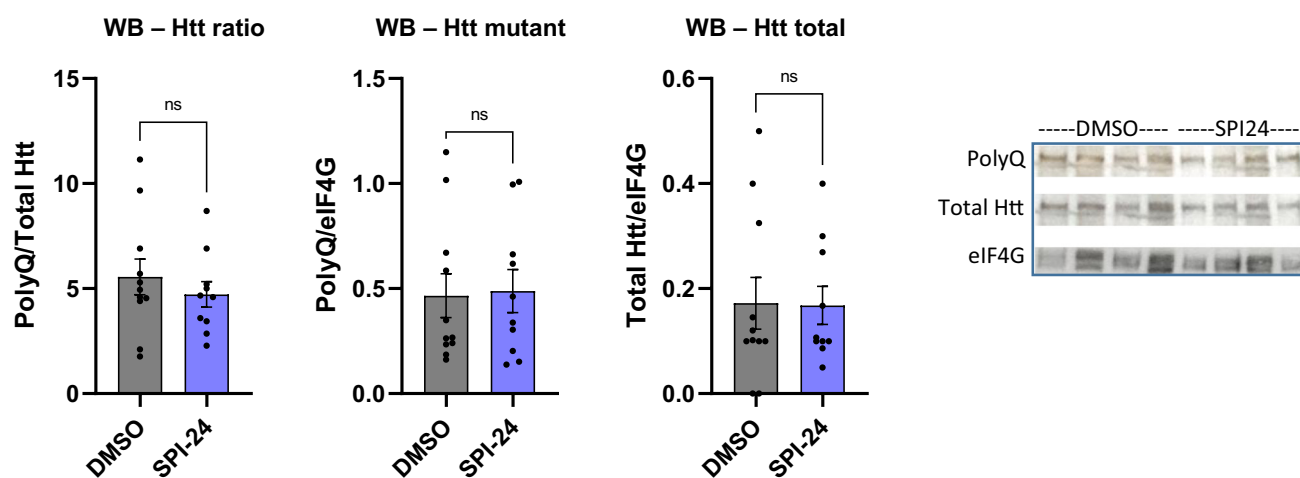

**Figure EV5. Long-term subcutaneous delivery of SPI-24.**

(A) Pictures of representative mice after pump implantation surgery. (B) Acoustic startle response test. The response of WT vs BACHD mice to stimuli in B1 and B3 pre-treatment (left) and after 2 months of subcutaneous administration of SPI-24 (right). Each bar represents the means $\pm$ SEMs of 11 mice. (C) The remaining concentration of SPI-24 in the mice's brain following long-term subcutaneous delivery as was determined using LC-MS/MS and calculated as ng/ml and normalized to tissue weight. Each bar represents the means $\pm$ SEMs of 9–11 animals. (D) Western blot analysis of the striatum of treated mice upon long-term subcutaneous delivery showing the level of mutant (polyQ) and total HTT proteins relative to normalized protein (eIF4G3). Each bar represents the means $\pm$ SEMs of 11 animals. Representative blots are shown on the right. Data information: The asterisks in panels (B) and (C) denote statistical significance differences relative to DMSO according to one tailed Student's paired (B) or unpaired (C) *t*-test. *p < 0.05; ns, not significant. Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

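RNA was sequenced from punches of striatum of 10 BACHD mice, 5 given SPI-24 for 56 days at 187 µg per day by osmotic pump under the skin (80 mM in the pump) and 5 given the DMSO vehicle. Conditions and replicate numbers were taken from the sample labels and from the paper. The authors prepared stranded libraries of polyadenylated RNA and sequenced single reads of 50 bp. They trimmed the reads with cutadapt, aligned them with STAR to GRCm38 with Ensembl annotation, discarded reads shorter than 30 bp and multi-mapped reads, counted reads per gene with htseq-count and ran DESeq2. Versions of these tools are not given in the sources used here. The submitters' processing notes name the same tools and build.

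The authors deposited a signal for each gene and library, the read count divided by a DESeq2 size factor for each library and rounded to 2 decimals. The same table holds the authors' log2 fold change and the authors' p-value and adjusted p-value for each gene. The deposited sheet of thresholds gives an adjusted p of 0.05, an absolute log2 fold change of 1 and a highest count of 30. The table holds 21230 genes, each with at least 6 reads in its highest library, and the rule by which the authors kept genes is not given in the sources used here. Every column of sample values was used.

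Because low values of a library are whole multiples of the value of 1 read, reads were recovered by dividing by that value. Of 154521 values above 0, 99.97% were whole within 0.1 of a read, as were all 13122 values of up to 20 reads. The libraries held 5.48 to 46.9 M recovered reads, an 8.57-fold range. Over the genes tested, the median standard error of a log2 fold change was 0.47, and the median half-width of its 95% interval was 1.01. For the 6272 genes with a mean of at least 500 that half-width was 0.52. Limits for genes with no reads use 3 reads per library and cover counting error only.

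The 2 groups were compared by limma 3.58.1 with trend on log2(normalized count + 1), in R 4.3.3, for the 15871 genes with a mean normalized count of at least 10, without covariates. Adjusted p-values follow Benjamini-Hochberg, and genes were called at an adjusted p under 0.05, with and without a fold change of at least 2. This design had been written for values that are not counts; with counts, edgeR would have been used. Gene lists were tested by fry, with Benjamini-Hochberg over the lists, and by camera with a preset correlation of 0.01 or an estimated one. Lists held markers of ependymal cells, choroid plexus, medium spiny neurons, interneurons, other neurons, glia, vessels, meninges and blood, genes of elongation, inflammation, neuronal activity, mitochondria, disease repeats, BDNF signalling, cholesterol, glucocorticoids, stress, the clock and sex, and the paper's own lists. The paper's short-term SPI-77 list of lower genes was not used, because the copy at hand lacks some of its genes. The lists, the test, the rule for naming genes and most alternatives were fixed before the data were examined.

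The rule for naming genes takes the 10 genes with the smallest p where fewer than 10 pass, the genes the paper names for this mechanism or disease (Htt, Bdnf, Supt5, Supt4a and mt-Nd2), the 3 higher genes and the 10 lower genes of highest mean from the paper's long-term list, up to 4 members of smallest p per list, and Xist and Ddx3y. The text gives values for part of the list members that the rule takes. Appendix Table S3 had been read before the lists were written. Drd1, Penk, Ttr, Pmch, Hcrt, Ins2, Iapp, Ppy, Cela1 and the genes called by DESeq2 were named after their values were seen. Coordinates are those of the GENCODE M21 annotation of GRCm38, the authors' build, in which 21195 of the 21230 gene identifiers (99.8%) were found.

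The alternatives were DESeq2 1.42.0 with its outlier removal and independent filtering, edgeR 4.0.16 with DESeq2's size factors, limma without trend, no filter, a filter of 10 in every library, the replicate number as a block, each library left out in turn, the level of Xist and the mean level of the ependymal and choroid plexus lists as covariates, a pseudocount of 0.5, the thresholds of the authors' sheet and the authors' p-values over the genes kept. Others were added after the data had been seen. These were edgeR with TMM and limma-voom on recovered reads, DESeq2 without outlier removal and independent filtering, together and each alone, the level of the medium spiny neuron list as a covariate and the 7 libraries above 11 M reads. The tests were checked on simulated counts with the means and library sizes of the real libraries. The changed genes were drawn from the better expressed genes, and cell type differences shared between genes were not simulated. With the dispersion of the real libraries, limma recovered 6 of 67 genes changed 2-fold, 39 of 67 changed 4-fold and 39 of 66 changed 8-fold, with 4 false calls among 15572 genes tested. DESeq2 recovered 28, 54 and 55 of these, with 144 false calls among 16085.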

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

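The tests of causes in this part were chosen after the values had been seen; for whole pancreas a bound set beforehand, acinar counts under 10% of islet counts, was not met at 13.5%. Single libraries were compared with the others of their group by Dixon's ratio, for the recovered reads and for each of the 139 genes of the naming rule, which leaves out genes named after their values were seen. Chance exceeds this ratio in about 5% of groups. Of 266 group tests 43 exceeded it, against 13.3 expected by chance, and in 11 of the 43 the other libraries of the group had no reads. DMSO replicate 3, the shallowest library, made up 13 of the 43.

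The genes of the paper's long-term list stood out because most had reads in 1 library, as in Npvf with 88.3 normalized counts in SPI-24 replicate 1, Gm12034 with 53.4 in SPI-24 replicate 3, Gm11724 with 178 in SPI-24 replicate 5 and Gm37309 with 300.8 in DMSO replicate 3, each with no reads elsewhere in its group. Of the 39 lower genes, 31 were read in a single DMSO library. Only 6 of the 42 had reads in at least 4 of the 5 libraries of the group in which they were higher. That count largely follows from the genes read in 1 library and is no separate test. For those genes the group difference rests on 1 mouse, and the others of its group had no reads. This argues against SPI-24 as the cause of the list as a whole, though not for those 6. With DESeq2's outlier removal 5 of the 42 were called, but a gene read in 1 library holds an outlying count by construction, so this number does not show what caused those counts. Whether few molecules were amplified into many reads stays open. Genes with 21 to 50 reads outnumbered genes with 6 to 20 reads in 9 of the 10 libraries, but the wider class and the absence of genes with few reads from the table favour this without amplification. Expression limited to that mouse or to cells caught in that punch stays open for single genes. The unequal depth of the libraries was not tested as a cause.

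Medium spiny neuron markers differed between libraries by far more than between groups. Their range within DMSO was 4.87 log2 units against a difference of -0.24 between the groups. The DMSO mice received no SPI-24, so SPI-24 is not the cause of the spread among them. A range readily exceeds a difference of means, so this comparison does not exclude a smaller effect of SPI-24. Fewer of these neurons in a tissue otherwise alike would raise the markers of all other cells alike. The list of thalamus, hypothalamus and hindbrain neurons, however, had an SD over libraries 8.69 times that of the astrocyte list. Members with few reads, such as Hcrt, read in 4 libraries, add to that SD. Better expressed members also spread widely, with Prkcd from 266 to 10295 normalized counts and Rgs16 from 32.1 to 3735. That list and the medium spiny neuron list deviated in opposite directions in 10 of 10 libraries. The erythrocyte list did so in 10 as well, and the cholesterol synthesis and repeat gene lists in 9. The opposite direction alone therefore does not single out tissue from outside the striatum, which remains a candidate for some punches. Sex was not tested as a cause, and 4 of the 5 libraries without Ddx3y reads above 0.65 normalized counts, DMSO replicates 1 and 4 and SPI-24 replicates 2 and 5, had medium spiny neuron levels above the mean.

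Transcripts of pancreatic islets appeared in DMSO replicate 1, with Gcg at 322 and Ins1 at 268.8 normalized counts and no reads of either elsewhere in the group. Choroid plexus, also high in this library, is not the source by this test, since its ratio of Ins2 to Ttr would give DMSO replicate 4 an Ins2 count of 598, where none was found. Of the 10 genes of an islet list, 7 were highest in DMSO replicate 1, among them Ins2 at 1171, Iapp at 162 and Ppy at 101.1, so RNA or reads of pancreatic islets in this library is a candidate explanation, and no route was tested. Whole pancreas as the source stays open, since 13 of the 19 acinar genes are missing from the table; the other 6 summed to 277 there, against 2057 for the islet list and 171 to 861 in the other libraries, with 135.6 of the 277 from Cela1.

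In the other named genes, the library furthest from its group had these normalized counts. Libraries above the rest were DMSO replicate 3 in Sc5d (2099, next 851), DMSO replicate 4 in Peak1 (822, next 478), SPI-24 replicate 5 in Wfs1 (1536, next 543), and, with no reads in the rest of the group, DMSO replicate 5 in Ighg2b (102.5) and Agrp (11.3), SPI-24 replicate 1 in Ak8 (28.1) and SPI-24 replicate 4 in Ptgs2 (104.4) and Map3k15 (22.0). DMSO replicate 3 was lowest in Sst (1121) and Vcan (27.3) and had 0 in H2-T23, Cspg4, Cdh5, Dcn, Zfp36, Fosl2, Twnk, Bmp2k and Klk8. DMSO replicate 1 was lowest in Nrn1 (398) and Dmpk (120.1) and had 0 in Bdnf, Col3a1 and Gbx2, and DMSO replicate 5 was lowest in Chat (38.5). SPI-24 replicate 2 was lowest in Cspg4 (36.0) and Bmp2k (96.8) and had 0 in Cd44, Alas2 and Ell. SPI-24 replicate 5 was lowest in Nrn1 (441) and Pdgfra (211) and had 0 in Angptl4, Hspa1b and Edaradd. SPI-24 replicate 4 was lowest in Tfam (604), and SPI-24 replicate 3 had 0 in Calml4.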

How the results depend on the processing

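The count of called genes was 0 under every limma, edgeR and limma-voom setting run, with or without a fold change of 2, including no filter, the stricter filter, the covariates, a pseudocount of 0.5, the authors' thresholds and the 7 deeper libraries, and 0 to 0 without each library in turn. Unadjusted p under 0.05 was reached by 172 genes (edgeR with TMM) to 930 (the 7 deeper libraries), and by 284 to 556 without each library. DESeq2 called 5 lower genes, 5 at any fold change and 0 higher. DESeq2 without outlier removal, chosen after the data had been seen, called 39 lower, 3 higher and 43 at any fold change. That setting also left out independent filtering, so each step was then left out alone, again after the data had been seen: without outlier removal alone DESeq2 called 39 lower, 3 higher and 43 at any fold change, and without independent filtering alone 5 lower, 0 higher and 5. The authors' p-values over the genes kept gave 17 lower, 1 higher and 18 at any fold change. The cause of the other differences was not tested.

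Of the gene lists, 1 passed in the fry test and 4 with camera and the preset correlation, 1 of which held with an estimated correlation. It was 1 without trend, with the stricter filter, with Xist or medium spiny neuron covariates and with a pseudocount of 0.5. The number was 0 with DESeq2, edgeR (either scaling), limma-voom, no filter, the ependymal and choroid plexus covariate and the 7 deeper libraries, and 0 to 1 without each library in turn. It was 0 without DMSO replicate 1 or 4 or any SPI-24 library. The cause was not tested.

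No pairing of the mice by replicate number was seen, though the wide spread of cell type markers between libraries could hide one. Same-numbered libraries had correlations of their deviations from -0.13 to 0.12, and 1 of the 10 libraries correlated best with its own number. With the replicate number as a block, 0 genes were called, 316 reached an unadjusted p under 0.05, and 0 gene lists passed.

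For the 137 named genes that could be tested, 3469 of 3568 values under the alternatives kept their direction. The other 99, in 24 genes, changed sign without a call on either side. DESeq2 or the authors' p-values brought 13 genes past the threshold, and outside those settings the lowest adjusted p was 0.820. In simulation, limma recovered 8.96% of genes changed 2-fold at the real dispersion and 100% at a dispersion of 0.02.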

Differences from the paper's values

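The paper gives 42 differentially expressed genes, where limma gave 0. It gives 39 lower genes, against 0, and 3 higher genes, against 0. The paper's text states the fold change of at least 2 and no threshold for p; the authors' deposited sheet gives an adjusted p of 0.05 and a highest count of 30, and the counts here use the same fold change and adjusted p. Under the 21 alternatives set before the data were examined, 0 gave a count within 1.5 times the paper's. DESeq2 with its outlier removal gave 5 genes, all lower. The authors' p-values over the genes with a mean of at least 10, adjusted over those, gave 17 lower and 1 higher at that fold change. DESeq2 without outlier removal or independent filtering, chosen after the values had been seen, gave 39 lower and 3 higher genes at a fold change of at least 2 and dropped 0 of the paper's 42 genes. Its p-values differed from those of the authors' deposited table by at most 0.0005. Timm9, at the authors' log2 fold change of -0.997, was the only further gene at an adjusted p under 0.05.

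The paper gives an average of 40 M reads per sample, and the mean of the recovered reads was 24.1 M, with an SD over libraries of 13.8 M. The paper's number counts the reads that sequencing yielded, whereas the recovered reads are those assigned to genes in the table.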

Other observations

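Transcripts of neuropeptides made in the lateral hypothalamus were read in some libraries, in genes named after their values were seen. Pmch, the precursor of melanin-concentrating hormone, had 6106 normalized counts in SPI-24 replicate 1, 1839 in DMSO replicate 3, 1659 in DMSO replicate 2 and at most 32.1 in the other 7 libraries. Hcrt, the orexin precursor, had 1428 in SPI-24 replicate 1, 345 in DMSO replicate 3 and 78.2 in DMSO replicate 2. Penk, the enkephalin gene of indirect-pathway medium spiny neurons, had 15347 in DMSO replicate 1 and 19056 in SPI-24 replicate 5 against 140.1 in DMSO replicate 3. Xist, the transcript that silences the inactive X chromosome, had 7243 in DMSO replicate 1, 2140 in DMSO replicate 4, 2227 in SPI-24 replicate 5, 1845 in SPI-24 replicate 2, 109 in SPI-24 replicate 1 and at most 27.7 in the other 5. Across genes, the correlation between 2 libraries ran from 0.58 to 0.94 over 11207 genes, with a median of 0.77 within groups and 0.78 between groups. In a limma model with group and the level of the medium spiny neuron list, 495 genes followed that level, 258 upwards and 237 downwards. The threshold was an adjusted p under 0.05, and the model was chosen after the data had been seen. The list's own genes define the level, so any of them among the 495 follow it by construction. Libraries with the level above its mean had at most 0.48 normalized counts of Ddx3y, so the level is not separate from sex.

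Other splits of the 10 libraries into 5 and 5 show whether chance can be excluded for each count; splits for the DESeq2 settings were added after the data had been seen. For the limma calls, higher, lower and at any fold change, the real count was 0, which any split reaches (100 of 100), so splits show nothing about chance here; the highest other split gave 10. At an unadjusted p under 0.05 from limma, 91 of 100 splits gave as many as the real 354, the highest 1530. For the gene lists, 7 of 100 splits gave as many as the real 1, the highest 6. DESeq2 without outlier removal gave at least the real 43 in 29 of 30 splits, the highest 250, and DESeq2 with outlier removal at least the real 5 in 24 of 30, the highest 228. Chance could not be excluded for any of the counts above 0. Splits that call several times the real count point to a structure of the samples. The split with 250 calls set DMSO replicates 1, 3 and 4 and SPI-24 replicates 2 and 5 against the rest. Of these 5 libraries, 4 are those with medium spiny neuron levels above the mean. The shallowest libraries were also all on this side: DMSO replicates 3 (5.48 M reads) and 1 (18.0 M) and SPI-24 replicates 2 (7.38 M) and 5 (10.1 M). DMSO replicate 4 held 39.8 M. Ddx3y also nearly followed the split. It had at most 0.48 normalized counts in DMSO replicates 1 and 4 and SPI-24 replicates 2 and 5, but 1412 in DMSO replicate 3. On the other side it had 0.65 in SPI-24 replicate 1 and 746 to 1465 in the rest. Neuron level, depth and sex as marked by Ddx3y cannot be told apart by this split.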
